# Using RNA-Seq to Profile Soybean Seed Development from Fertilization to Maturity

**DOI:** 10.1371/journal.pone.0059270

**Published:** 2013-03-15

**Authors:** Sarah I. Jones, Lila O. Vodkin

## Abstract

To understand gene expression networks leading to functional properties and compositional traits of the soybean seed, we have undertaken a detailed examination of soybean seed development from a few days post-fertilization to the mature seed using Illumina high-throughput transcriptome sequencing (RNA-Seq). RNA was sequenced from seven different stages of seed development, yielding between 12 million and 78 million sequenced transcripts. These have been aligned to the 79,000 gene models predicted from the soybean genome recently sequenced by the Department of Energy Joint Genome Institute. Over one hundred gene models were identified with high expression exclusively in young seed stages, starting at just four days after fertilization. These were annotated as being related to many basic components and processes such as histones and proline-rich proteins. Genes encoding storage proteins such as glycinin and beta-conglycinin had their highest expression levels at the stages of largest fresh weight, confirming previous knowledge that these storage products are being rapidly accumulated before the seed begins the desiccation process. Other gene models showed high expression in the dry, mature seeds, perhaps indicating the preparation of pathways needed later, in the early stages of imbibition. Many highly-expressed gene models at the dry seed stage are, as expected, annotated as hydrophilic proteins associated with low water conditions, such as late embryogenesis abundant (LEA) proteins and dehydrins, which help preserve the cellular structures and nutrients within the seed during desiccation. More significantly, the power of RNA-Seq to detect genes expressed at low levels revealed hundreds of transcription factors with notable expression in at least one stage of seed development. Results from a second biological replicate demonstrate high reproducibility of these data revealing a comprehensive view of the transciptome of seed development in the cultivar Williams, the reference cultivar for the first soybean genome sequence.

## Introduction

Soybean is one of the most important oilseed crops in the world, used as food for both humans and animals as well as for a variety of industrial oil applications. The recent sequencing of the soybean genome [1] coupled with improvements in next-generation RNA sequencing technology allow a powerful way to study expression changes in thousands of genes throughout multiple stages of soybean seed development which influence such agronomically-important traits as oil and protein production, disease resistance, and stress tolerance. A recent increase in large scale soybean seed development studies using technologies such as microarrays [2] and cDNA sequencing [3] emphasizes the importance of understanding the genetics underlying this crop's seed development pathway.

Carlson and Lersten [4] have reviewed the events in early soybean seed development, which may vary in exact timing depending on cultivar and environmental conditions. Soybeans are largely self-fertilizing and the first day the flower is fully open is usually considered the first day of fertilization. The stage when the soybean plant begins flowering is also known as R1 [5]. Around 3–5 DAF (days after flowering) the embryo has a spherical shape (known as the globe or globular stage) with an acellular endosperm and a rudimentary vascular system developing through the outer integument (which will become the seed coat). The cotyledons initiate during the heart stage at about 8–10 DAF, by which point the endosperm is almost entirely cellular; the inner and outer integuments have thickened to ten to fifteen cell layers each.

By 12–14 DAF, approximately half of the available space in the seed is taken up by the endosperm, the cotyledons have begun to elongate, and the vascular system running through the outer integument becomes much more extensive. Around 17–19 DAF, the endosperm begins to degenerate and its cellular contents are assimilated by the cotyledons, where organelles as well as protein and lipid globules have begun to form. By 22–24 DAF, the cotyledons and primary leaves are well on their way towards their full size in the seed, and the primordium of the first trifoliate leaf begins to develop. The stages from 12 DAF to 24 DAF tend to occur between R3 and R4 in this experiment, with seeds found in pods between 5 mm and 15 mm long [5].

Later stages of soybean seed development have been well-described by [5]. Between the stages of R4 and R7 the seeds grow rapidly, accumulating nutrients and storage proteins. During R6, the vegetative parts of the parent plant start to turn yellow and leaf senescence begins. The accumulation of nutrients slows down in the seeds and by R7, virtually all the seed’s dry weight has been acquired. In the cultivar Williams used here, the total fresh weight of the seed peaks around 400–500 mg. After this point the seed starts to desiccate and turn yellow, and the total fresh weight of the seed decreases as water is lost. At this point the seed contains a large embryo with cotyledons, primary leaves, and a primordium for the first trifoliate leaf, all surrounded by a three-layer dry seed coat [4]. By stage R8, almost all of the pods and seeds have turned brown and dry and the embryos are quiescent. Later, when the seed imbibes water and begins germination, metabolic activity can restart immediately using enzymes, initiation and elongation factors, and other compounds that were produced during development and stored [6].

Previously, we examined gene expression changes during stages from mid-maturation to full maturation, the period of the most intensive seed fill, using microarrays [7]. Here, we use the power of high-throughput RNA sequencing technology, including very young stages starting at just a few days after flowering, as well as later mature seed stages, to elucidate expression patterns across a broad period of seed development revealing the entire transcriptome.

## Results

### Stages and Replicates Used

Seven stages of soybean seeds were studied, encompassing major milestones in development such as tissue differentiation, nutrient accumulation, storage protein synthesis, and desiccation as shown in Table 1. Younger stages (4 DAF, 12–14 DAF, 22–24 DAF, 5–6 mg) were examined as whole seeds (combined seed coat and cotyledon) in order to preserve the liquid endosperm without damage. Cotyledons were examined in two older stages (100–200 mg and 400–500 mg) in order to study the expression of important storage protein genes during the period of seed fill. Dry seeds were also used whole, with combined cotyledon and seed coat.

**Table 1:** Stages of soybean seed development and RNA-Seq data.

Stage	Age/Weight	Tissue	Developmental Events	Bio Rep 1 Reads	Bio Rep 2 Reads
1	4 DAF	Whole seed	Spherical embryo; acellular endosperm	11.5 M	51.1 M
2	12–14 DAF	Whole seed	Cotyledons elongate; endosperm forms cell walls	24.3 M	183.5 M
3	22–24 DAF	Whole seed	Cotyledons have organelles; first trifoliate leaf initiates	77.6 M	181.9 M
4	5–6 mg	Whole seed	Endosperm depleted; rapid accumulation of water, nutrients	30.5 M	149.9 M
5	100–200 mg	Cotyledon	Nutrient accumulation continues; storage proteins synthesized	18.1 M	129.7 M
6	400–500 mg	Cotyledon	Peak of fresh weight; embryo prepares for desiccation	34.1 M	122.0 M
7	100–200 mg	Whole seed, dry	Quiescent embryo; low moisture content	30.2 M	64.0 M

Shown are the seven stages of soybean seed development used for RNA-Seq. Days after flowering (DAF) or fresh weight in milligrams (mg) is shown along with tissue and the number of processed reads obtained from two biological replicates of RNA high-throughput sequencing (in millions, M). Key events in development are noted.

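RNA was sequenced from 7 stages of soybean seed development with 2 biological replicates per stage, 14 libraries in all. The stages were whole seeds at 4, 12–14 and 22–24 days after flowering (DAF), whole seeds of 5–6 mg fresh weight, cotyledons from seeds of 100–200 mg and 400–500 mg, and dry whole seeds of 100–200 mg. Biological Replicate 1 was sequenced on an Illumina Genome Analyzer II at 6 stages and on a HiSeq 2000 at 22–24 DAF, while all 7 libraries of Biological Replicate 2 came from the HiSeq 2000. Replicate number and sequencer therefore differ together at every stage except 22–24 DAF. Reads were 75 bases long, or 100 bases for the second replicate of 4 DAF and of dry seed. The paper describes an additional purification kit for RNA of the cotyledons and of dry seed, whereas the sample labels give none for the second replicate of dry seed. The authors aligned the reads to 78773 gene models with Bowtie, counted a read at each gene model it matched up to a set number of alignments, and deposited 1 RPKM value per gene model and library, with splice variants as separate models. The RPKM values move in steps of whole reads, so the number of counted reads behind each library could be solved from the values. In units of M as in Table 1, it was 15.1 M in Biological Replicate 1 at 4 DAF, 38.0 M at 12–14 DAF, 114.1 M at 22–24 DAF, 45.3 M at 5–6 mg, 28.6 M at 100–200 mg, 29.4 M at 400–500 mg and 42.7 M in dry seed. In the same order, Biological Replicate 2 had 86.6, 350.9, 332.8, 276.9, 232.5, 215.4 and 87.2 M counted reads, between 2.0 and 9.2 times as many as the first replicate. The paper states processed reads instead, from 11.5 to 183.5 M per library. A read counted at several models adds several counts, and the counted total was between 1.31 and 1.91 times the stated reads in 13 libraries and 0.86 times in the first replicate of 400–500 mg cotyledon. The deposited RPKM values use the counted totals. For a gene model of the median length of 1144 bases, 3 reads correspond to an RPKM of 0.174 in the shallowest library and 0.00747 in the deepest. From the deposited values, stages were compared with limma on log2(RPKM + 1), a scale that understates the change of low gene models, and single measures with exact tests. Exact permutation of 2 libraries against 2 cannot give a p-value below 0.33.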

High-throughput next generation transcriptome sequencing using Illumina technology (RNA-Seq) was performed on seven stages of soybean seeds, with two biological replicates per stage, resulting in millions of reads per sample; see Table 1 for totals. 

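Of the 78773 gene models, 4623 had an RPKM of 0 in all 16 libraries, the 14 of the developmental series and the 2 of separated tissues. The number of models above 0 followed the depth in part. It was 53826 in the first replicate of dry seed, the lowest of the series, and 69948 in the second replicate of 12–14 DAF, the deepest library with 350.9 M counted reads. Models with an RPKM of at least 5 numbered from 12575 (100–200 mg cotyledon) to 23235 (22–24 DAF) in Biological Replicate 1 and from 13590 (100–200 mg cotyledon) to 25013 (22–24 DAF) in Biological Replicate 2. The largest gap between replicates was at 4 DAF, where 22010 models reached this level in the first replicate and 14859 in the second. These counts were 23203 and 21246 with totals without the reads of cluster 6 of the older set in Table S1. That alternative was chosen after seeing the data. Much of the gap thus depends on how the libraries are scaled. A limit of 1 in place of 5 had the largest effect, with 41125 models at 4 DAF and 33372 in 100–200 mg cotyledon in the first replicate. Reads that match several gene models were counted at each, so near-identical models share reads and their values are not independent.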

These reads were aligned to 78,773 soybean gene models determined by the Soybean Genome Project [1] using the program Bowtie [8]. 

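The 2 comparisons of Table 2 were repeated with limma on log2(RPKM + 1), with the 4 libraries of each comparison and gene models that had an RPKM of at least 1 in at least 2 of them. Between 4 DAF and 5–6 mg whole seed, 1916 of 40406 tested models had an adjusted p-value of at most 0.05 (limma, Benjamini-Hochberg adjustment), which is 2.4% of the 78773 models. Of these, 1399 were higher at 5–6 mg and 517 were lower. After quantile normalization 671 were higher and 525 lower, and with totals without the reads of the 30 models of cluster 6 of the older set, an alternative chosen after seeing the data, 906 were higher and 902 lower. Between 100–200 mg cotyledon and dry whole seed, 24132 of 36903 tested models passed the same limit, 30.6% of all models, with 12489 higher and 11643 lower in dry seed. In the first comparison limma estimated an infinite prior degrees of freedom, so every model of a given expression level received the same spread. The replicates carry the same numbers at each stage, and a fit with the replicate number as a block, taken from the labels, gave 184 models in the first comparison and 25228 in the second. The pairing was weak in the values, since the replicate differences of the 2 stages correlated across models with r = 0.12 in the first comparison and r = 0.03 in the second. Over all 21 pairs of stages r was above 0 in 20, so a small effect shared by libraries of the same replicate is not excluded. With no filter on low RPKM the first comparison gave 0 models, and its count was the most dependent on the processing. When 1 library at a time was left out, it ranged from 304 to 4865 models in the first comparison and from 10051 to 25091 in the second.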

Thousands of genes were found to be significantly differently expressed between various stages (Table 2). Data is given in RPKMs (reads per kilobase of gene model per million mapped reads; [9]). Data from the two biological replicates are highly similar, with between 99.53% and 99.99% of gene models showing no significant difference in expression between the two biological replicates of a given stage (Table 3). 

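The same 14 libraries were compared on log2(RPKM + 1) over all 78773 gene models. Pearson's r between the 2 replicates of a stage was 0.953 at 4 DAF, 0.975 at 12–14 DAF, 0.983 at 22–24 DAF, 0.972 at 5–6 mg whole seed, 0.989 at 100–200 mg cotyledon, 0.984 at 400–500 mg cotyledon and 0.965 in dry seed. These correlations run across gene models, which are not independent replicates, and no separate test was made of them. Between libraries of different stages, one from each replicate, r ranged from 0.624 to 0.971 over 42 pairs, with a median of 0.795. For 6 of the 7 stages the closest library of Biological Replicate 2 was that of the same stage. The exception was 4 DAF, whose first replicate was closer to the second replicate of 12–14 DAF (r = 0.971) than to that of 4 DAF (r = 0.953). Over models with an RPKM of at least 1 in either replicate, the values fell to between 0.907 and 0.976. From its own test between replicates, the paper concludes that the replicates are highly similar.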

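The effect of filtering on a single replicate was computed for each list. With values of Biological Replicate 1, the young and older filters returned exactly the 111 and 162 models of the paper's lists. The transcription factor filter could be applied only to the 676 models already on that list. With values of Biological Replicate 2, the young filter returned 91 models, of which 69 were on the list, and the older filter 156 models, of which 145 were on the list. Of the 676 listed transcription factor models, 609 reached the limit in Biological Replicate 2. The mean of both replicates returned 96 and 153 models, and 636 of the 676. The 3 lists together name 948 different models, and Glyma15g16260.1 is in 2 of them.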

The RPKM filtering and data clustering were performed using values from Biological Replicate 1; the values from Biological Replicate 2 of the specific gene models in each cluster were graphed to show the overall similarity of the expression trends between the two replicates.

**Table 2:** Significantly different gene models between two stages of soybean seed development.

Stages Compared	Number of Gene Models	Percentage of Gene Models
4 DAF vs. 5–6 mg whole seed	3435	4.4
100–200 mg cotyledon vs. dry whole seed	10594	13.5

Number and percentage (of 78,773) of gene models significantly different in expression between two stages of soybean seed development (adjusted p-value ≤0.05). 

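The models named here are the 3 with the largest rise and the 3 with the largest fall among those past the limit whose replicates did not overlap between stages. Between 4 DAF and 5–6 mg whole seed, Glyma14g03700.1 had RPKMs of 6.651 and 0.4562 at 4 DAF and of 153.7 and 525.7 at 5–6 mg, a log2 change of 6.42 (standard error 0.70, adjusted p = 1.6e-15 from limma). Glyma06g16800.1 and Glyma04g14830.1 rose by 6.26 and 6.11 on the log2 scale, from 4 DAF RPKMs of 30.06 and 0.4041 and of 39.09 and 0. In this comparison limma gave every model of a given expression level the same spread. The standard errors and p-values therefore do not reflect the distance between a model's own replicates, which was wide at 4 DAF for these 3 rises. Glyma04g42770.1 fell by 6.00, from 405.9 and 491.3 to 5.301 and 6.771 (standard error 0.76, adjusted p = 5.3e-12 from limma), and Glyma12g29810.1 and Glyma05g25840.1 had log2 changes of -5.20 and -5.14. Of the 1916 models past the limit, 1808 had replicates that did not overlap between the stages. Between 100–200 mg cotyledon and dry whole seed, all 24132 models past the limit were separated in this way. Glyma13g35320.1 had an RPKM of 0 in both cotyledon libraries and of 1142 and 1117 in dry seed, a log2 change of 10.14 (standard error 0.24, adjusted p = 1.8e-05 from limma). Glyma03g29440.1 and Glyma07g10030.1 rose by 10.08 and 9.94. Glyma08g45480.1 fell by 9.58, from 869.7 and 889.7 to 0.1047 and 0.1922 (standard error 0.24, adjusted p = 1.8e-05 from limma), and Glyma08g40260.1 and Glyma05g29130.1 had log2 changes of -8.59 and -8.55. The median absolute log2 change among models past the limit was 2.01 in the first comparison and 1.5 in the second. Requiring an RPKM of at least 5 in 2 libraries lowered the counts to 961 and 13684 models.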

Data from two biological replicates were used for each stage compared.

**Table 3:** Gene models with no significant difference between biological replicates.

Stage	Number of Gene Models	Percentage of Gene Models
4 DAF	78560	99.73
12–14 DAF	78732	99.95
22–24 DAF	78660	99.86
5–6 mg whole seed	78402	99.53
100–200 mg cotyledon	78762	99.99
400–500 mg cotyledon	78760	99.98
Dry whole seed	78717	99.93

Number and percentage (of 78,773) of gene models with no significant difference in expression between two biological replicates (adjusted p-value >0.05), for each stage of soybean seed development.

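The test behind Table 3 uses read counts, and tables of those counts are not in the files analysed here. That test was not repeated, and the replicates were compared by size of difference. Among gene models with an RPKM of at least 5 in either replicate, the share that differed over 2-fold on the log2(RPKM + 1) scale was 32.3% at 4 DAF (7192 of 22262), 9.8% at 12–14 DAF (2242 of 22850), 2.0% at 22–24 DAF (532 of 26084), 8.6% at 5–6 mg whole seed (1906 of 22035), 1.4% at 100–200 mg cotyledon (206 of 14209), 2.5% at 400–500 mg cotyledon (396 of 15530) and 12.1% in dry seed (2143 of 17709). At 4 DAF the differences ran mostly one way, with 7109 models higher in the first replicate and 83 higher in the second. Quantile normalization lowered the 4 DAF count to 2237 and the dry seed count to 1214. A difference over 2-fold between 1 library and another has no replicate check.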

### Gene Models Expressed Highly in Young Seeds Only

The 78,773 soybean gene models were filtered to retain gene models with RPKM≥500 in at least one of the four young stages (4 DAF, 12–14 DAF, 22–24 DAF, 5–6 mg) and also RPKM <500 in all three older stages (100–200 mg cotyledon, 400–500 mg cotyledon, dry seed). This resulted in a list of 111 genes with a peak in expression in at least one of the young seed stages, and lower expression in all older seed stages. 

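In Biological Replicate 1, 111 gene models at 83 loci met these limits, and they were the models listed in Table S1. Biological Replicate 2 gave 91 models at 61 loci. Of the 42 listed models that did not pass in the second replicate, 41 stayed below an RPKM of 500 in every young stage, with a median highest RPKM of 406.0, and 1 reached 500 in an older stage. A further 22 models passed in the second replicate only. The minimum itself had the largest effect, since a limit of 400 returned 170 models and a limit of 600 returned 81.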

The minimum RPKM of 500 was chosen to highlight the most highly-expressed genes at these early seed development stages. These gene models were then grouped into 6 clusters with Multi-Experiment Viewer (MeV; [10]). 

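Clustering was repeated on the 111 models with k-means over the 7 stages of Biological Replicate 1, after each model's profile was scaled to mean 0 and SD 1, which makes Euclidean distance equivalent to Pearson distance. With 6 clusters and 50 starts, the adjusted Rand index against the clusters of Table S1 was 0.95, where 1 is an identical grouping and 0 is what random groupings give on average. With the values of Biological Replicate 2 it was 0.58. Euclidean distance on log2(RPKM + 1) gave 0.24.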

All six clusters are shown in Figure S1 and the gene models in each cluster are listed in Table S1.

The cluster in Figure 1A contains 41 gene models. In general these genes peak in RPKM at 12–14 DAF whole seed, with RPKMs ranging from about 500 to over 1800. 

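The 41 models belong to 32 loci. With Biological Replicate 1 data, 31 of them had their highest RPKM at 12–14 DAF, 8 at 4 DAF and 2 at 22–24 DAF. RPKMs at 12–14 DAF ran from 513.3 to 1846.1 with a median of 809.6, and the highest belonged to Glyma08g21390.1, Glyma08g21390.2 and Glyma11g15050.1. Medians at the other whole seed stages were 688.8 at 4 DAF, 370.1 at 22–24 DAF and 407.5 at 5–6 mg. Counted by locus, 25 of 32 peaked at 12–14 DAF. Only 12 of the 41 models peaked at 12–14 DAF with the values of Biological Replicate 2, where the medians of 12–14 DAF (477.4), 22–24 DAF (479.3) and 5–6 mg (464.3) were close. The peak stage was the same in both replicates for 13 of the 41 models. With the mean of the 2 replicates, 33 of the 41 peaked at 12–14 DAF. The first replicate, with the higher median at that stage, weighs more in this mean. From the peak in the first replicate, the paper describes a general maximum at 12–14 DAF.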

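At 5–6 mg whole seed, 35 of the 41 models of Figure 1A had an RPKM between 200 and 800 in Biological Replicate 1 and 34 in Biological Replicate 2. The RPKM rose from 22–24 DAF to 5–6 mg in 28 of the 41 models in the first replicate and in 21 in the second. The medians at these stages were 370.1 and 407.5 in the first replicate and 479.3 and 464.3 in the second, so the direction of the median change differed between replicates.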

There is also a secondary peak at 5–6 mg whole seed, with most RPKMs ranging from about 200 to 800. 

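Over 100–200 mg cotyledon, 400–500 mg cotyledon and dry seed, the highest RPKM of any of the 41 models was 170.9 in Biological Replicate 1 and 189.3 in Biological Replicate 2. Median RPKMs at these stages were 43.0, 55.7 and 18.6 in the first replicate and 49.9, 43.0 and 26.4 in the second.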

Throughout the three oldest stages of development RPKMs are <200. Of the 41 genes in Figure 1A, 26 models (63.4%) are annotated as histones (Table 4). Other gene model annotations found in this cluster include chlorophyll A-B binding protein and protease inhibitor/seed storage/LTP family. 

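For all 41 models the lowest of the 4 young stages was above the highest of the 3 older stages of the same model in Biological Replicate 1, and this was also so for all 41 in Biological Replicate 2. The mean over the young stages was 15.0 times the mean over the older stages in the first replicate and 11.4 times in the second (medians over the models). From its graph of the second replicate, the paper reports higher expression at the younger stages there as well.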

RPKM data for these 41 genes from Biological Replicate 2 (Figure 1B) also show higher expression in the younger seed stages than in the older.

**Figure 1:**
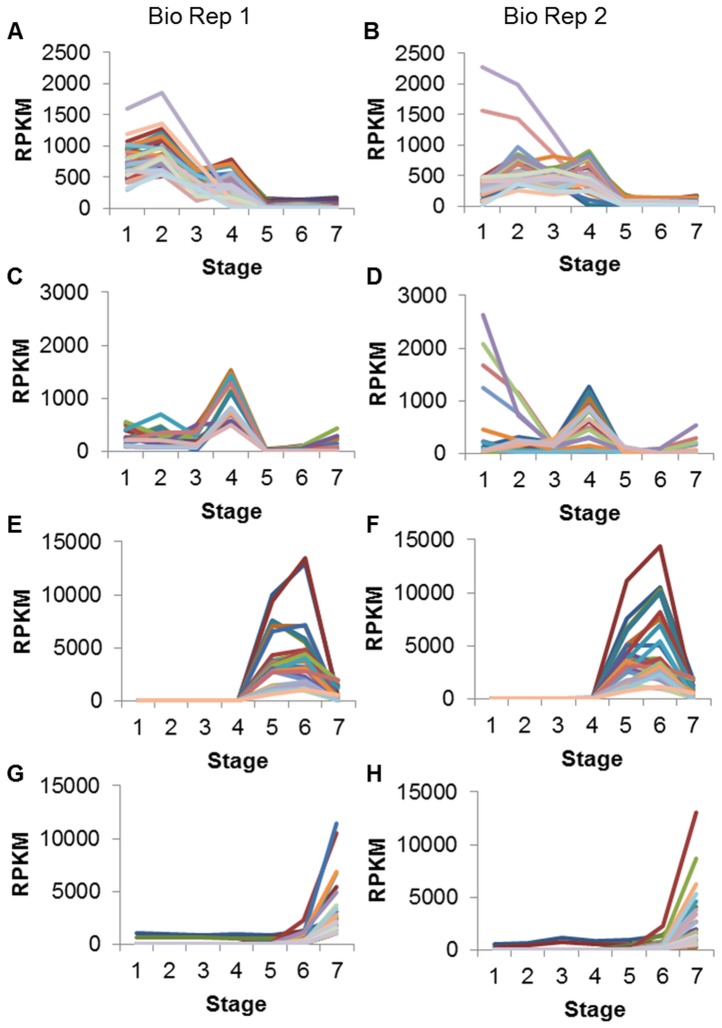
Clusters of gene models prominent at different developmental stages in soybean seeds. Clusters were created from Biological Replicate 1 data (A, C, E, G) and the same gene models were also graphed with Biological Replicate 2 data (B, D, F, H). A and C have gene models with RPKM≥500 in at least one of four young seed stages, and RPKM <500 in all three older stages. E and G have gene models with RPKM≥1000 in at least one of three older seed stages. Stages are numbered in order on the x axis: 4 DAF whole seed, 12–14 DAF whole seed, 22–24 DAF whole seed, 5–6 mg whole seed, 100–200 mg cotyledon, 400–500 mg cotyledon, dry whole seed.

**Table 4:** Annotations for gene models shown in Figure 1.

Annotation	Number of Gene Models	Percentage of Gene Models
*Figure 1A* * (high in young seeds)*	*41 total*	
PF00125 Core histone H2A/H2B/H3/H4	26	63.4
PF00504 Chlorophyll A-B binding protein	3	7.3
PF00234 Protease inhibitor/seed storage/LTP family	3	7.3
PF02704 Gibberellin regulated protein	2	4.9
PF08069 Ribosomal S13/S15 N-terminal domain	2	4.9
Other	5	12.2
*Figure 1C* * (high in young seeds)*	*20 total*	
AAA66288.1 proline-rich protein	6	30.0
Unknown function	5	25.0
ACA04850.1 senescence-associated protein [Picea abies]	3	15.0
CAB45653.1 putative tonoplast intrinsic protein [P. sativum]	2	10.0
Other	4	20.0
*Figure 1E* * (high in mid-maturation seeds)*	*30 total*	
P04405.2 GLYG2_SOYBN Glycinin; P25974.1 GLCB_SOYBN Beta-conglycinin	10	33.3
CAA49340.1 ADR6 [Glycine max]	5	16.7
PF01277 Oleosin	5	16.7
PF00305 Lipoxygenase	3	10.0
Other	7	23.3
*Figure 1G* * (high in dry seeds)*	*40 total*	
PF03760 Late embryogenesis abundant (LEA) group 1	14	35.0
PF04927 Seed maturation protein	12	30.0
PF00257 Dehydrin	4	10.0
S71562 drought-induced protein SDi-6	2	5.0
PF00009 Elongation factor Tu GTP binding domain	2	5.0
ACU18354.1 unknown [Glycine max]	2	5.0
Other	4	10.0

The gene models in clusters shown in Figure 1, divided into representative PFAM and NCBI non-redundant database annotation groups along with the number and percentage (of the cluster’s total) of gene models in each group. The group “Other” represents a miscellaneous category of remaining annotations. Annotations may be shortened for clarity.

The cluster in Figure 1C contains 20 gene models whose common feature is a peak in RPKM at the 5–6mg whole seed stage. 

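All 20 models, at 13 loci, had their highest RPKM at 5–6 mg whole seed in Biological Replicate 1. In Biological Replicate 2, the peak was at 5–6 mg for 12 models and at 4 DAF for 8. With the mean of the 2 replicates, 16 of the 20 peaked at 5–6 mg. Selection and clustering used the first replicate, so its count of 20 is not independent of how the models were chosen. The paper names this peak as the feature shared by the 20 clustered models.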

RPKMs at this stage range from about 500 to 1500. 

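At 5–6 mg whole seed the 20 models had RPKMs from 501.1 to 1529.1 in Biological Replicate 1, with a median of 796.1. The highest were Glyma13g11810.1 (1529), Glyma13g12060.1 (1447) and Glyma01g32750.1 (1431). The same models spread wider in Biological Replicate 2, from 45.2 to 1267.1 with a median of 747.7, where Glyma13g11810.1 had 321.3, Glyma13g12060.1 had 504.4 and Glyma01g32750.1 had 1267.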

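A local peak at 12–14 DAF, above 4 DAF and 22–24 DAF alike, was found in 8 of the 20 models in Biological Replicate 1 and in 11 in Biological Replicate 2. Dry seed was above 400–500 mg cotyledon in 17 models in the first replicate and in 8 in the second. The highest RPKM in dry seed was 425.9 in the first replicate and 545.6 in the second. Median RPKMs in the first replicate were 215.4 at 4 DAF, 194.5 at 12–14 DAF, 108.6 at 22–24 DAF, 12.8 at 100–200 mg, 9.72 at 400–500 mg and 53.8 in dry seed, against 796.1 at 5–6 mg.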

RPKMs are generally lower at the other stages of development; some gene models have a smaller peak at 12–14 DAF and/or increase slightly in RPKM at the dry seed stage, though the highest RPKM is still <500. Of the 20 gene models in Figure 1C, 6 models (30%) are annotated as proline-rich proteins (Table 4). Another 25% of genes in this cluster have unknown functions. Other gene model annotations with this expression pattern include senescence-associated proteins and tonoplast intrinsic proteins. These genes show a similar pattern of expression in Biological Replicate 2 (Figure 1D), with some displaying even higher RPKMs at the 4 DAF stage.

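The median RPKM of the 20 models in Biological Replicate 2 was 59.02 at 4 DAF, 113.3 at 12–14 DAF, 63.3 at 22–24 DAF, 747.7 at 5–6 mg whole seed and between 11.4 and 14.6 at the 3 older stages. At 4 DAF 8 models were above their own 5–6 mg value, with a highest RPKM of 2642.2, whereas no model was in Biological Replicate 1, where the highest 4 DAF value was 558.6. The 12 other models peaked at 5–6 mg in both replicates. The paper reads the 2 patterns as similar and reports the higher values at 4 DAF as a feature of some of the models.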

These 20 gene models were further examined for their RPKM values in two additional samples, 5–6 mg seed coats and 5–6 mg cotyledons (Table 5). 

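The 2 additional samples were seed coats and cotyledons separated by hand from seeds of 5–6 mg, with 1 library each and no replicates, sequenced on a HiSeq 2000 with 75-base reads. From the whole-read steps in the RPKM values, 140.5 M reads were counted on gene models for seed coat and 140.1 M for cotyledon. The whole seed of this stage had 45.3 M in Biological Replicate 1 and 276.9 M in Biological Replicate 2. For a gene model of median length, 3 reads correspond to an RPKM of 0.0187 in both tissue libraries, far below the values of Table 5. The 10 highest gene models took 42.3% of the summed RPKM in seed coat, 20.8% in cotyledon, and 17.1% and 7.3% in the 2 whole seed replicates, which lowers the RPKM of all other models in the seed coat library. Seed coat and cotyledon RPKMs were compared as ratios without a pseudocount, and the 20 models were grouped by a ratio of at least 100, of at least 5, or of at least 5 in the other direction. With 1 library per tissue, no difference between the tissues has a replicate check.

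**Figure D1:**
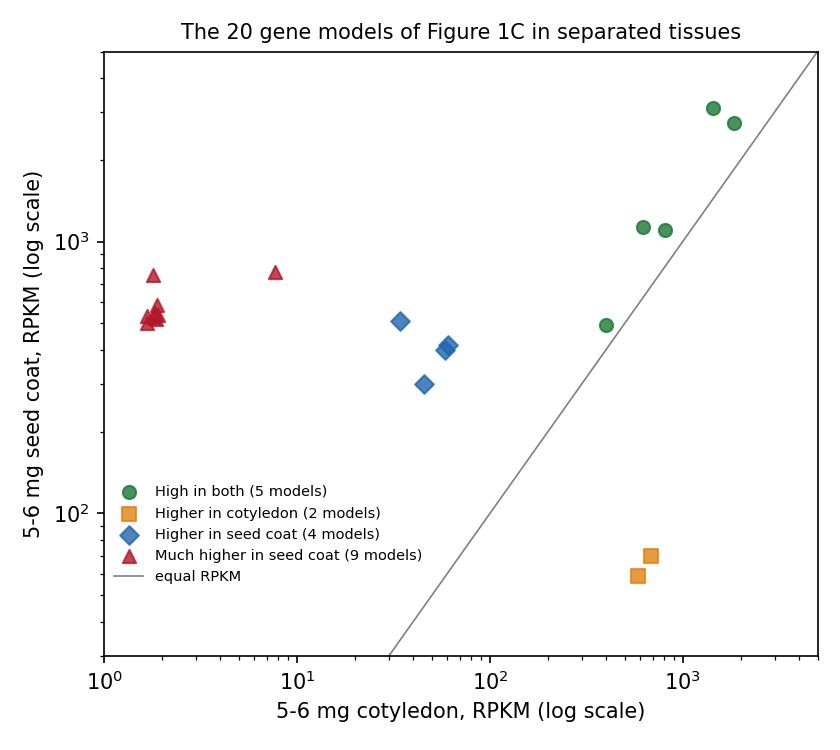
RPKM of each of the 20 gene models of Figure 1C in the 5–6 mg cotyledon (horizontal, log scale) and in the 5–6 mg seed coat (vertical, log scale), 1 library each. Each symbol is 1 gene model in 1 of 4 groups, and the grey line marks equal RPKM. The 9 models of the group much higher in seed coat lie at cotyledon RPKMs of at most 7.717 and the 2 models higher in cotyledon lie below the line.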

Whereas the original 5–6 mg sample represented the combined seed coat and cotyledon, the two new samples separate those two major tissues to more precisely determine the location of gene expression. 

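In the separated tissues, 9 of the 20 models, at 3 loci, had a seed coat RPKM at least 100 times the cotyledon RPKM, with ratios from 100 to 420. Their mean RPKM was 586.5 in seed coat and 2.455 in cotyledon (medians 537.2 and 1.843). The 7 splice variants of Glyma09g12200 had seed coat RPKMs from 502.4 to 584.1 and share reads with each other, so they are not independent models. The other 2 were Glyma17g11400.1, with 751.1 in seed coat and 1.786 in cotyledon, and Glyma01g32750.1, with 773.9 and 7.717. In whole seed the 9 models averaged 906.2 in Biological Replicate 1 and 1030 in Biological Replicate 2. Adding a pseudocount of 1 to both RPKMs left 8 models past 100-fold. These differences rest on 1 library per tissue (no replicates).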

Nine of the gene models (including a 7-member splice variant family of extensin/proline-rich proteins) have RPKMs at least 100-fold higher in the 5–6 mg seed coat sample than in the cotyledon sample, with average RPKMs of about 580 and 3, respectively.

**Table 5:** Expression patterns of gene models shown in Figure 1C.

Expression Pattern	Number of Gene Models	5–6 mg Whole Seed RPKM Ave	5–6 mg Seed Coat RPKM Ave	5–6 mg Cotyledon RPKM Ave	Predominant Annotation
Much higher in seed coat	9	906	586	2.5	Extensin/proline-rich proteins
Higher in seed coat	4	870	407	50	Unknown
High in both seed coat and cotyledon	5	1128	1714	1020	Senescence-associated proteins
Higher in cotyledon	2	641	65	638	Membrane intrinsic proteins

The 20 gene models in Figure 1C (genes with high RPKM at 5–6 mg whole seed) divided into groups based on their expression patterns in the 5–6 mg separated seed coat and cotyledon samples. Data from 5–6 mg combined whole seed sample also shown. RPKMs have been averaged for each group of gene models. The predominant annotation of each expression pattern group is also shown.

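The next 4 models, each at its own locus, were Glyma06g48050.1, Glyma10g37620.1, Glyma10g37650.1 and Glyma17g03850.1. Their cotyledon RPKMs were 34.05, 60.80, 58.76 and 45.59 and their seed coat RPKMs 511.8, 417.4, 400.8 and 299.8 (no replicates). All 4 cotyledon values were far above the RPKM of 3 reads, 0.0187 for a gene model of median length.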

Four genes, mostly with unknown functions, have higher RPKMs in the seed coat but the cotyledon RPKMs are not insignificant. The RPKMs in the seed coat average about 400, while those in the cotyledon average about 50, between 6- and 15-fold higher expression in the seed coats.

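The mean over the 4 models was 407.4 in seed coat and 49.8 in cotyledon, and the ratios ran from 6.58 to 15.0. In whole seed of 5–6 mg the mean was 870.2 in Biological Replicate 1 and 203.5 in Biological Replicate 2. The second replicate was the alternative that moved the values most, because Glyma10g37620.1 had 1156 in the first replicate and 79.74 in the second, Glyma10g37650.1 1101 and 78.90, and Glyma17g03850.1 722.5 and 45.20. The fourth, Glyma06g48050.1, had 501.1 and 610.2.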

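The 5 models with high RPKM in both tissues were Glyma13g04580.1, Glyma13g11810.1, Glyma13g12060.1, Glyma13g12120.1 and Glyma13g12170.1. They averaged 1714 in seed coat and 1020 in cotyledon (medians 1130 and 807.9), with 1 library per tissue. Individual seed coat RPKMs ran from 494.8 to 3111. In whole seed they averaged 1128 in Biological Replicate 1 and 346.1 in Biological Replicate 2.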

Five genes, including those annotated as senescence-associated, have high RPKMs in both the seed coat and the cotyledon at the 5–6 mg stage, with the average RPKM in both tissues being over 1000. The RPKMs in each tissue tend to be at similar levels, with most less than 2-fold higher in the seed coat. 

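The ratio of seed coat to cotyledon was 1.24, 1.36, 1.49 and 1.82 for 4 of the 5 models and 2.16 for Glyma13g12060.1 (no replicates). In whole seed the replicates of single models differed by more than these ratios. Glyma13g11810.1, for example, had an RPKM of 1529 in Biological Replicate 1 and 321.3 in Biological Replicate 2. Against that spread, the difference between seed coat and cotyledon for these models was not resolved.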

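The last 2 models were the splice variants Glyma19g37000.1 and Glyma19g37000.2. Their RPKMs were 686.5 and 589.2 in cotyledon and 69.94 and 59.10 in seed coat, ratios of 9.81 and 9.97 in favour of the cotyledon (no replicates). The means were 637.8 in cotyledon and 64.5 in seed coat. In whole seed the 2 variants averaged 641.1 in Biological Replicate 1 and 749.4 in Biological Replicate 2. As variants of 1 locus they share most of their reads and amount to a single observation.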

Finally, a two-member splice variant family, annotated as intrinsic proteins, displays about 10-fold higher expression in the cotyledon than in the seed coat, with average RPKMs of about 640 and 65, respectively.

### Gene Models Expressed Highly In Older Seed Stages

In another analysis, RPKMs from the 78,773 soybean gene models were filtered to include only those with RPKM≥1000 in at least one of the three older seed stages (100–200 mg cotyledon, 400–500 mg cotyledon, dry seed). A higher minimum RPKM was chosen due to the generally larger RPKMs associated with older seed stages, compared to the younger stages. 

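With values of Biological Replicate 1, 162 gene models at 126 loci reached an RPKM of 1000 in at least 1 of the 3 older stages, and all 162 are the models of Table S1. Biological Replicate 2 gave 156 models, of which 145 were listed. The 17 listed models that did not pass in the second replicate had a median highest older RPKM of 725.5, and the lowest was 325.3. A minimum of 800 returned 202 models and a minimum of 1200 returned 146.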

This filtering resulted in a list of 162 gene models with high expression in at least one older seed stage. The genes were then grouped into 7 clusters with Multi-Experiment Viewer. 

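Repeating k-means with 7 clusters on the 162 models, on scaled profiles of Biological Replicate 1, gave an adjusted Rand index of 0.84 against the clusters of Table S1. It was 0.67 with the values of Biological Replicate 2 and 0.56 with Euclidean distance on log2(RPKM + 1).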

All seven clusters are shown in Figure S2 and the gene models in each cluster are listed in Table S1.

The cluster in Figure 1E contains 30 genes with high RPKMs at 100–200 mg cotyledon and 400–500 mg cotyledon, and comparatively low RPKMs at all other stages. 

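The 30 models belong to 21 loci. Every one of them had its highest RPKM at a cotyledon stage in both replicates, 21 at 400–500 mg and 9 at 100–200 mg in Biological Replicate 1, and 20 and 10 in Biological Replicate 2. For all 30 models and both replicates, the lower of the 2 cotyledon stages was above every other stage. The median RPKM was 3194.6 at 100–200 mg and 3162.0 at 400–500 mg in the first replicate, and 3026.4 and 3295.1 in the second. Medians elsewhere in the first replicate were 16.7, 7.11, 0.44 and 11.2 at the young stages and 112.7 in dry seed. The contrast was many times the difference between replicates, and counting loci instead of models left it at 21 of 21.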

The peaks at the two cotyledon stages are roughly equal and the RPKMs range from about 1000 to 13,000. 

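The change from 100–200 mg to 400–500 mg was less than 2-fold for all 30 models in Biological Replicate 1, with log2 ratios from -0.51 to 0.57 and a median of 0.16. With Biological Replicate 2 data, it was less than 2-fold for 23 models, with log2 ratios from -0.60 to 1.12 and a median of 0.45. The higher of the 2 stages ran from 1013.9 to 13466.6 RPKM in the first replicate and from 1128.7 to 14342.4 in the second, and was highest for Glyma13g36400.1 in both. No test of equality was made with 2 replicates per stage.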

At dry seed, the RPKM may reach as high as 2000; however, throughout the four earliest stages of seed development, the highest RPKM is only 87. 

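Dry seed RPKMs of the 30 models reached 1963.5 in Biological Replicate 1 and 1940.2 in Biological Replicate 2, with medians of 112.7 and 305.5. Over 4 DAF to 5–6 mg whole seed, the highest RPKM was 87.1 in the first replicate and 96.5 in the second. The replicates differed more in the median at these stages. At 4 DAF it was 16.7 in the first replicate and 0.20 in the second, at 12–14 DAF 7.11 and 0.19, at 22–24 DAF 0.44 and 0.43, and at 5–6 mg 11.2 and 0.44.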

Of the 30 gene models in Figure 1E, 10 models (33.3%) are annotated as storage proteins such as glycinin and beta-conglycinin (Table 4). Other gene model annotations found in this cluster include auxin down-regulated (ADR) proteins, oleosin, and lipoxygenase. These same genes have a very similar expression pattern in Biological Replicate 2 (Figure 1F).

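In data from Biological Replicate 2, all 30 models again peaked at a cotyledon stage, and 23 of the 30 peaked at the same one of the 2 stages as in Biological Replicate 1. Median RPKMs differed between replicates by little at 100–200 mg (3194.6 and 3026.4) and 400–500 mg (3162.0 and 3295.1). At 4 DAF, 22 models had an RPKM below 1 in the second replicate and none did in the first. On the shape of the profiles, the paper judges the 2 replicates very similar.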

Another cluster, Figure 1G **,** contains 40 gene models. 

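All 40 models of the cluster, at 36 loci, had their highest RPKM in dry seed in Biological Replicate 1, from 1010.9 to 11407.7 with a median of 1906.7. The highest were Glyma03g30040.1 (11410), Glyma09g31740.1 (10490) and Glyma16g03470.1 (6861). In Biological Replicate 2, 38 of the 40 peaked in dry seed, from 234.7 to 13027.2 with a median of 1353.2, and the same 3 models had 8643, 13030 and 6293.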

These genes peak in expression at the final stage studied, that of dry, whole seed, with RPKMs ranging from about 1000 to 11,000 at this stage. 

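Over the 6 stages before dry seed, the median RPKM of the 40 models was 1.13 in Biological Replicate 1 and 0.68 in Biological Replicate 2. The stage medians were below 1 at the 4 young stages in the first replicate, 23.4 at 100–200 mg cotyledon and 297.7 at 400–500 mg cotyledon, against 1906.7 in dry seed. In 28 of the 40 models every stage before dry seed stayed below 500 in the first replicate, and in 28 in the second. The highest earlier value was 2229.0 at 400–500 mg (2243.9 in the second replicate). Dry seed was over 2 times every other stage in 39 models in the first replicate and in 35 in the second.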

Expression is comparatively low and flat at all other stages. Of the 40 genes in Figure 1G, 14 (35%) are annotated as late embryogenesis abundant (LEA) proteins (Table 4). Another 30% are annotated as various seed proteins such as seed maturation proteins and small hydrophilic plant seed proteins. Other gene model annotations found in this cluster include dehydrins and drought-induced proteins. Data from Biological Replicate 2 (Figure 1H) shows a similar expression pattern for these genes.

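The stage medians of the second replicate were 0.10, 0.10, 0.11 and 0.56 at the 4 young stages, 20.5 at 100–200 mg, 289.0 at 400–500 mg and 1353.2 in dry seed. The first replicate had 0.29, 0.43, 0.26, 0.83, 23.4, 297.7 and 1906.7. The peak stage was the same in both replicates for 38 of 40 models, and the other 2 peaked at 400–500 mg cotyledon in the second. The rise from 400–500 mg to dry seed had a median of 7.39 times in the first replicate and 5.85 times in the second. From these profiles the paper finds the pattern similar.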

### Gene Models Annotated as Storage Proteins

The NCBI non-redundant database annotations for the 78,773 soybean gene models were keyword-filtered to assemble lists of gene models annotated as various soybean seed and storage proteins such as glycinin and beta-conglycinin. These sublists were then filtered to retain gene models with RPKM≥5 in at least one of the seven seed development stages studied here.

Glycinin and beta-conglycinin gene models with RPKM≥5 in at least one seed stage were found to have high RPKMs at both of the cotyledon stages, 100–200 mg and 400–500 mg (Figure 2A). 

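Table S2 lists 6 glycinin models at 5 loci and 14 beta-conglycinin models at 9 loci. In all 20 models and both replicates the lower of the 2 cotyledon stages was above every other stage of the same model. The median RPKM of the glycinin models was 8549.3 at 100–200 mg and 10081.5 at 400–500 mg in Biological Replicate 1, and 6329.8 and 9050.8 in Biological Replicate 2. For the beta-conglycinin models it was 5352.8 and 3872.7 in the first replicate and 4679.1 and 3531.1 in the second. Glyma10g39160.1 was the lowest, with 79.9 and 98.2 in the first replicate. Models of one family share reads, and Glyma20g28460 and Glyma20g28640 had nearly the same values in every library.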

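In Biological Replicate 1, 11 of 14 beta-conglycinin models had their highest RPKM at 100–200 mg cotyledon and 3 at 400–500 mg. At 100–200 mg 11 models had at least 1000, and the highest was Glyma20g28660.1 with 27212. With Biological Replicate 2 data, 8 models peaked at 100–200 mg and 6 at 400–500 mg. The models that changed their peak were the variants of Glyma20g28460 and Glyma20g28640.1, which went from 7609, 7611 and 7606 at 100–200 mg to 5836, 5508 and 5845 at 400–500 mg in the first replicate, and from 6443, 6692 and 6440 to 9994, 10310 and 9988 in the second. Averaged over variants, 7 of 9 loci peaked at 100–200 mg in the first replicate. The largest fall on the log2 scale was at the locus Glyma20g28650, from 25339 to 7618 in the first replicate and from 20960 to 5400 in the second. Glyma20g28660 was close to it. From the stage of these peaks, the paper describes beta-conglycinin as tending to peak at 100–200 mg.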

Beta-conglycinin genes tended to peak at 100–200 mg cotyledon with most RPKMs in the range of 1000 to over 25,000. 

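All 6 glycinin models had their highest RPKM at 400–500 mg cotyledon in Biological Replicate 1, from 4795.3 to 22645.0, and 5 of 6 did in Biological Replicate 2, from 3759.5 to 13541.3. The shift between the 2 cotyledon stages was tested against that of beta-conglycinin over loci, with splice variants and replicates averaged. The change in log2(RPKM + 1) from 100–200 mg to 400–500 mg was higher by 0.89 at the 5 glycinin loci than at the 9 beta-conglycinin loci (exact permutation test over 2002 splits of the loci, p = 0.037). By replicate, the glycinin loci changed by 0.39 ± 0.30 (SD, n = 5 loci) in the first and 0.34 ± 0.24 in the second, and the beta-conglycinin loci by -0.62 ± 0.77 (SD, n = 9 loci) and -0.44 ± 1.1. The difference was 1.00 in Biological Replicate 1 alone (exact permutation p = 0.01) and 0.78 in Biological Replicate 2 alone (exact permutation p = 0.15). Loci with shared reads, such as Glyma20g28460 and Glyma20g28640, are not fully independent. From these peak stages, the paper contrasts the later peak of glycinin with the earlier one of beta-conglycinin.

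**Figure D2:**
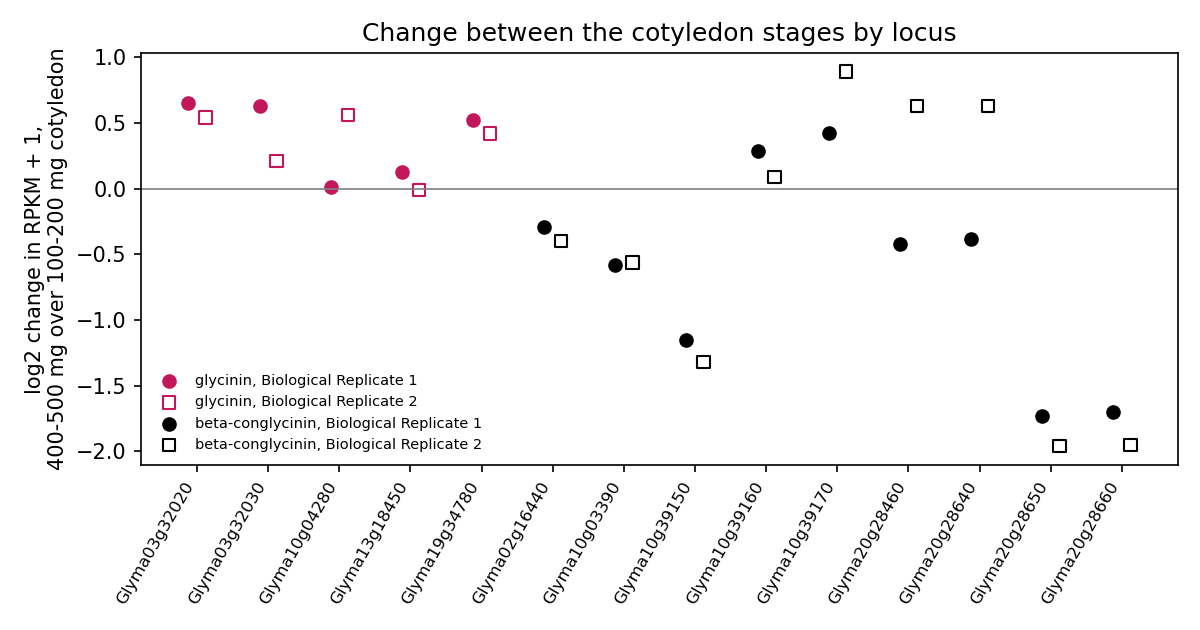
Change in log2(RPKM + 1) from 100–200 mg to 400–500 mg cotyledon for each glycinin locus (pink) and beta-conglycinin locus (black). Filled circles are Biological Replicate 1, open squares are Biological Replicate 2, and the horizontal line marks no change. Glycinin loci lie between -0.01 and 0.65 and beta-conglycinin loci between -2.0 and 0.89.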

Glycinin genes, in contrast, tended to peak at the later 400–500 mg cotyledon stage, with RPKMs from about 5000 to nearly 23,000. At all other stages, RPKMs were comparatively low, with a maximum RPKM of about 60 in all four young stages (4 DAF through 5–6 mg) and a maximum RPKM of about 800 in the dry seed stage. 

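Over the 4 young stages the highest RPKM of the 20 models was 61.02 in Biological Replicate 1 and 2.91 in Biological Replicate 2. In dry seed it was 829.4 in the first replicate and 2121.8 in the second, in both cases at Glyma03g32020.1, and the cotyledon medians were at least 3531.1. Dry seed medians for glycinin were 241.8 and 1076.6, and for beta-conglycinin 95.1 and 253.0. The 2 replicates thus differed more than 2-fold at the low stages, and both lay below the cotyledon stages.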

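In the second replicate all 20 storage-protein models also had their 2 highest values at the cotyledon stages. The peak stage was the same in both replicates for 5 of 6 glycinin models and 11 of 14 beta-conglycinin models. At the young stages 76 of 80 values were below an RPKM of 1 in Biological Replicate 2, and 26 of 80 were in Biological Replicate 1. On the cotyledon peaks, the paper calls the patterns similar.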

Data for these gene models from Biological Replicate 2 showed a similar expression pattern (Figure 2B). 

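On the log scale the young stages of the 20 models varied both by stage and by replicate. Median RPKMs in Biological Replicate 1 were 17.4 at 4 DAF, 7.11 at 12–14 DAF, 0.363 at 22–24 DAF and 10.0 at 5–6 mg whole seed. In data from Biological Replicate 2, they were 0.0552, 0.00428, 0 and 0.135. Of 80 young values in the second replicate 20 were exactly 0, and none was 0 in the first. The RPKM of 3 reads at the median model length was between 0.00747 and 0.0303 in the young libraries of the second replicate. The medians of 12–14 and 22–24 DAF there are thus below what this depth can show, while single models lay above it. The 3 young libraries with medians above 7 were sequenced on the Genome Analyzer II and the 5 others on the HiSeq 2000, so batch and stage cannot be separated within the first replicate. From its log-scale graphs the paper reads variation in the expression of these genes at the younger stages.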

Displaying this data on a log scale reveals variation in the expression of the genes at the younger stages of seed development (Figure 2C and, with Biological Replicate 2 data, Figure 2D).

**Figure 2:**
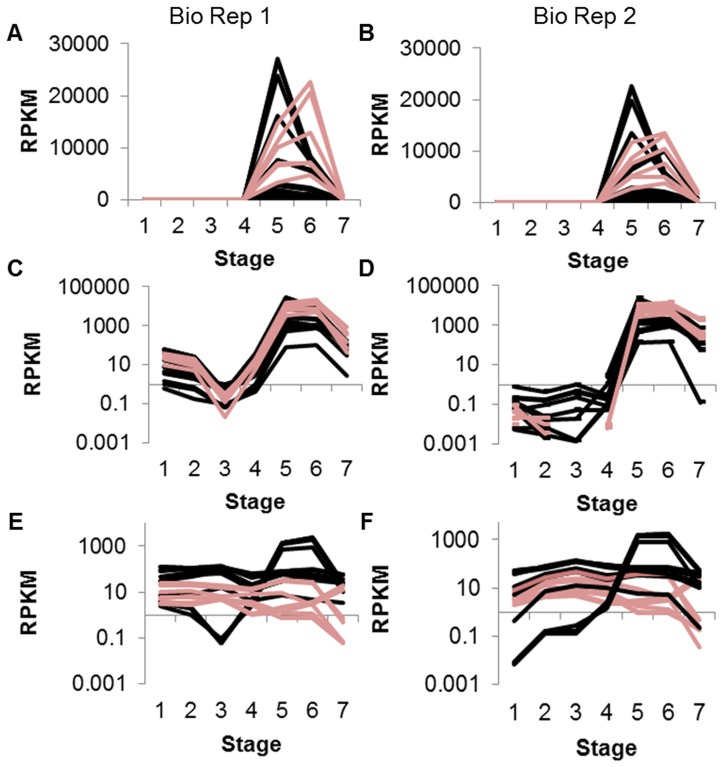
Storage protein gene models grouped by annotation. Annotations were derived from PFAM and/or the NCBI non-redundant database. Clusters were created from Biological Replicate 1 data (A, C, E) and the same gene models were also graphed with Biological Replicate 2 data (B, D, F). A shows glycinin (pink) and beta-conglycinin (black) storage proteins with RPKM≥5 in at least one of seven stages; C is the same graph using log scale. (An RPKM of 0 will not display on a log scale and may appear as a break in the line.) E shows omega-3-fatty acid desaturase (pink) and omega-6-fatty acid desaturase (black) with RPKM≥5 in at least one of seven stages, log scale. Stages are numbered in order on the x axis: 4 DAF whole seed, 12–14 DAF whole seed, 22–24 DAF whole seed, 5–6 mg whole seed, 100–200 mg cotyledon, 400–500 mg cotyledon, dry whole seed.

In contrast, of the 14 gene models annotated as omega-6-fatty acid desaturase with RPKM≥5 in at least one seed stage, most were steady throughout all stages of development with RPKMs between 50 and 100 (Figure 2E). 

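Table S2 lists 14 omega-6 models at 9 loci. With Biological Replicate 1 data, 22 of their 98 values over 7 stages lay between 50 and 100. The median over stages was within this range for 5 models and below it for 9, and no model stayed within it at every stage. The highest stage was less than 5 times the lowest in 7 models. In Biological Replicate 2, 23 of 98 values were in the range, 4 models had their median there and 3 varied less than 5-fold. Glyma03g30070.1 had 63.13 at 5–6 mg, 82.40 at 100–200 mg, 95.84 at 400–500 mg and 59.42 in dry seed in the first replicate, and 89.52, 68.20, 66.31 and 41.24 in the second. At 4 DAF, 12–14 DAF and 22–24 DAF it was above the range in the first replicate, with 124, 112.4 and 132.1. The second replicate had 53.8, 73.95 and 129.8 there. Stage medians over all 14 models ran from 8.20 at 5–6 mg to 93.3 at 400–500 mg in the first replicate. The paper describes most of these models as steady, in contrast to the storage proteins.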

A few peaked dramatically at the two cotyledon stages, 100–200 mg and 400–500 mg, with RPKMs greater than 1000. 

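Above an RPKM of 1000 at a cotyledon stage were 5 models in each replicate, all splice variants of the single locus Glyma20g24530. Glyma20g24530.1 had 1443 and 1583 at 100–200 mg in the 2 replicates and 2374 and 1676 at 400–500 mg, against 4.668 and 2.498 at 5–6 mg. Glyma10g42470.1 peaked at the same stages with 714.4 and 771.6 at 100–200 mg and 868.7 and 800.1 at 400–500 mg. The rise was far larger than the difference between replicates.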

In contrast genes annotated as omega-3-fatty acid desaturase tended to have lower RPKMs, less than 50 at most stages with a drop below 1 at the dry seed stage. 

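The 9 omega-3 models belong to 7 loci. All 63 of their values were below 50 in each replicate, with a maximum of 35.4 in Biological Replicate 1 and 44.3 in Biological Replicate 2. In dry seed 7 of 9 models were below 1 in both replicates. The other 2, Glyma07g18350.1 and Glyma18g43210.1, had their highest values in dry seed, with 12.06 and 19.13 in the first replicate and 23.42 and 34.89 in the second. Mean log2(RPKM + 1) over 7 stages and both replicates was 2.22 higher at the 9 omega-6 loci than at the 7 omega-3 loci (exact permutation test over 11440 splits of the loci, p = 0.0023). With values of Biological Replicate 1, the means were 5.12 ± 1.19 (SD, n = 9 loci) and 2.63 ± 0.96 (SD, n = 7 loci). A pseudocount of 0.1 widened the difference to 2.41. On these lower values, the paper contrasts the omega-3 with the omega-6 genes.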

A similar pattern is found in Biological Replicate 2 (Figure 2F). 

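With Biological Replicate 2 data, the mean log2(RPKM + 1) was 4.70 ± 1.24 (SD, n = 9 loci) for omega-6 and 2.75 ± 0.81 (SD, n = 7 loci) for omega-3, a difference of 1.94 (exact permutation p = 0.0045). Biological Replicate 1 alone gave 2.49 (exact permutation p = 0.0012). The peak stage was the same in both replicates for all 14 omega-6 models and for 5 of 9 omega-3 models. From these profiles the paper finds the pattern repeated.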

The specific gene models depicted in each figure are listed in Table S2.

### Gene Models Annotated as Transcription Factors

Transcription factors are key regulators of gene expression which are generally expressed at a lower level than the genes they influence. In order to explore the network of gene regulation during soybean seed development, a list was assembled of transcription factors among the 78,773 soybean gene models. The NCBI non-redundant database annotations were keyword-filtered to assemble a list of 5608 genes annotated as transcription factors, which was treated as a complete list of all transcription factor genes for the purposes of this analysis.

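The list of all annotated transcription factors is not in the files analysed here, so only the 676 models of Table S1, which reach an RPKM of 25 in at least 1 stage, could be counted. Of these, 606 had an RPKM of at least 5 at 22–24 DAF in Biological Replicate 1 and 607 in Biological Replicate 2, the highest of the series in each replicate. The next highest were 4 DAF and 12–14 DAF with 598 each in the first replicate and 12–14 DAF with 580 in the second. The gap between 606 and 598 in the first replicate is smaller than that between the replicates at 4 DAF, 598 and 547. Over all 78773 models 22–24 DAF was also highest, with 23235 and 25013 models. With a limit of 10, 565 and 573 listed models remained at 22–24 DAF.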

The 22–24 DAF whole seed had the most transcription factors, with nearly 2000 having RPKMs≥5 (Figure 3). Roughly 40% of these genes had RPKMs in the 5–10 range, with another 30% having an RPKM of at least 21. 

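Among the 676 listed models, those with an RPKM of at least 5 numbered 598, 598, 606 and 518 at 4 DAF, 12–14 DAF, 22–24 DAF and 5–6 mg whole seed in Biological Replicate 1, and 547, 580, 607 and 545 in Biological Replicate 2. The older stages had 381, 444 and 430 (100–200 mg, 400–500 mg and dry seed) in the first replicate and 387, 446 and 415 in the second. The lowest young count, 518, was above the highest older count, 446. The 7 stages are confounded in part with depth and sequencer, but the order of young above old was present in both replicates. Tissue differs as well in both replicates, since all young stages are whole seed while 100–200 mg and 400–500 mg are cotyledon. The separated 5–6 mg cotyledon, a single library, had 430, within the range of the older stages. Age and tissue are therefore not separated for the cotyledon stages. Dry seed was whole seed too, and its 430 and 415 lay below every young whole seed count. With a limit of 10 in the first replicate, the lowest young count was 414 at 5–6 mg and the older stages had 236, 282 and 361. The models were selected for an RPKM of at least 25 at some stage, and transcription factors below that are not counted here. From the higher counts at the young stages, the paper describes more transcription factors there than at the older stages.

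**Figure D3:**
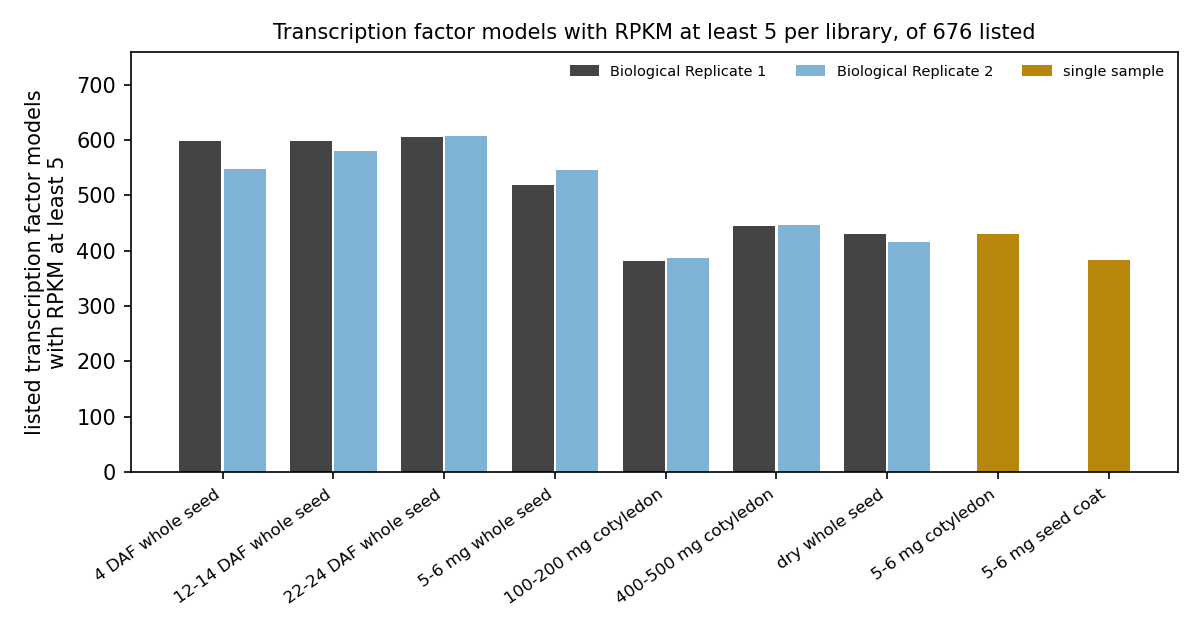
Number of the 676 listed transcription factor models with an RPKM of at least 5 (vertical axis, from 0) in each library of the 7 stages and the separated 5–6 mg tissues (horizontal). Dark bars are Biological Replicate 1, light bars Biological Replicate 2 and brown bars single libraries. The 4 young whole seed stages lie between 518 and 607 and all other libraries between 381 and 446.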

The young whole seed samples–4 DAF, 12–14 DAF, 22–24 DAF, and 5–6 mgWS–all had more transcription factor genes (with RPKM≥5) than the three older stages, though the dry whole seed stage had only slightly fewer than 5–6 mg whole seed with about 1000 and 1100 transcription factor genes, respectively.

**Figure 3:**
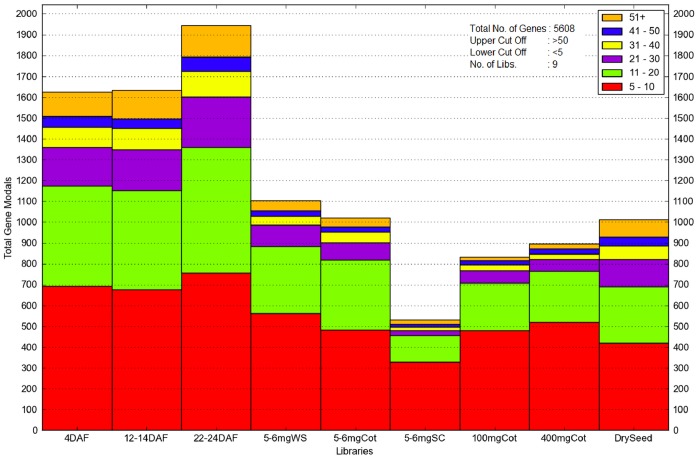
A histogram dividing 5608 transcription factor gene models into bins based on their RPKMs. Nine different libraries are shown, including 5–6 mg separated seed coat and cotyledon. Gene models must have RPKM≥5 at a stage to be displayed. Gene models with RPKM≥51 are compiled together at the top (orange). 5–6 mgWS = 5–6 mg whole seed.

The fewest number of transcription factor genes (with RPKM≥5) was found in the 5–6 mg separated seed coat sample; only about 500 genes met the criteria in this tissue. 

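Of the 676 listed models, 383 had an RPKM of at least 5 in the 5–6 mg seed coat (1 library, no replicates), slightly above 381 in the first replicate of 100–200 mg cotyledon. With a limit of 10 seed coat had the fewest of all libraries, 181. Over all 78773 models it was lowest as well, with 9892 models of RPKM at least 5. The seed coat library also had the largest share of its RPKM in the 10 highest models, 42.3%, which lowers the RPKM of every other model. When the reads of the 30 models of cluster 6 of the older set in Table S1 were left out of the totals, an alternative chosen after seeing the data, 472 listed models and 15706 of all models reached 5, against 451 and 19249 in the 5–6 mg cotyledon.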

Twice as many transcription factor gene models were found in the 5–6 mg separated cotyledon, only slightly fewer than in the 5–6 mg whole seed (which combines the cotyledon and seed coat tissues).

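The 5–6 mg cotyledon had 430 listed models with an RPKM of at least 5, against 383 in seed coat and 518 and 545 in the 2 whole seed replicates. Over all gene models the counts were 16624 in cotyledon, 9892 in seed coat, and 16757 and 21595 in whole seed. With a limit of 10 the listed models numbered 310 in cotyledon and 181 in seed coat. With totals without the reads of the 30 models of cluster 6 of the older set, chosen after seeing the data, the order of the tissues reversed for the listed models, with 451 in cotyledon and 472 in seed coat, and stayed over all models, with 19249 and 15706. Each separated tissue had 1 library, so the difference has no replicate check.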

The list of 5608 transcription factor gene models was then filtered to retain genes with RPKM≥25 in at least one of the seven seed development stages studied here (not including the 5–6 mg separated seed coat and cotyledon). This minimum RPKM was chosen to highlight the transcription factor gene models with the highest expression levels throughout soybean seed development. This resulted in a list of 676 transcription factor genes with notable expression in at least one stage of seed development, about 12% of the total list of transcription factors. 

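The 676 models of Table S1, at 497 loci, were listed for an RPKM of at least 25 in at least 1 of the 7 stages in Biological Replicate 1. In data from Biological Replicate 2, 609 of them reached this limit, and 636 did with the mean of both replicates. Models that pass only in the second replicate cannot be counted, since the full list of transcription factors is not in the files analysed here.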

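A repeat of k-means on these 676 models with 7 clusters, on scaled profiles of Biological Replicate 1, had an adjusted Rand index of 0.44 with the clusters of Table S1. The second replicate gave 0.40 and Euclidean distance on log2(RPKM + 1) gave 0.20. The main values for the young and older sets were 0.95 and 0.84.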

The 676 transcription factor gene models were then grouped into 7 clusters with Multi-Experiment Viewer. All seven clusters are shown in Figure S3 and the gene models in each cluster are listed in Table S1.

The cluster in Figure 4A contains 228 transcription factor genes. 

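The 228 models of Figure 4A belong to 151 loci. In Biological Replicate 1, 212 had their highest RPKM at 22–24 DAF, 15 at 4 DAF and 1 at 100–200 mg cotyledon, with RPKMs at 22–24 DAF from 24.99 to 416.9 and a median of 40.6. The highest were Glyma04g43640.1, Glyma04g43640.3 and Glyma06g48270.1. In Biological Replicate 2, 210 peaked at 22–24 DAF, from 13.1 to 396.3 with a median of 38.8, and 204 reached 25 there. At this stage both replicates were sequenced on the HiSeq 2000. Of 151 loci with variants averaged, 140 peaked at 22–24 DAF in the first replicate.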

In general these gene models peak in RPKM at 22–24 DAF, with RPKMs ranging from about 25 to over 400. RPKMs may be notable at other young stages as well, but tend to be comparatively low at the three oldest stages. 

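Median RPKMs of the 228 models in Biological Replicate 1 were 29.2 at 4 DAF, 27.5 at 12–14 DAF, 40.6 at 22–24 DAF and 14.2 at 5–6 mg whole seed, and 5.71, 4.26 and 1.95 at 100–200 mg, 400–500 mg and dry seed. With Biological Replicate 2 data, they were 20.8, 23.9, 38.8 and 18.8, and 5.99, 5.38 and 2.09. The highest RPKM at the 3 older stages was 55.1 in the first replicate and 57.3 in the second. The mean over the young stages exceeded the mean over the older stages in all 228 models in the first replicate and in 227 in the second.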

Of the 228 transcription factor genes in Figure 4A, 26 models (11.4%) are annotated as MYB-like DNA-binding domain (Table 6). Almost 10% are annotated as zinc fingers. Other gene model annotations found in this cluster include auxin response factors, AP2/ERF transcription factors, and SRF-type transcription factors. A similar pattern of expression is found for these gene models in Biological Replicate 2 (Figure 4B).

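For 197 of the 228 models the peak stage was the same in both replicates. In data from Biological Replicate 2, the models that did not peak at 22–24 DAF peaked at 12–14 DAF (13 models), 5–6 mg whole seed (3), 4 DAF (1) or 100–200 mg cotyledon (1). The replicate medians were close at 22–24 DAF, 40.6 and 38.8, and further apart at 4 DAF, 29.2 and 20.8. The paper takes the 2 graphs as similar.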

**Figure 4:**
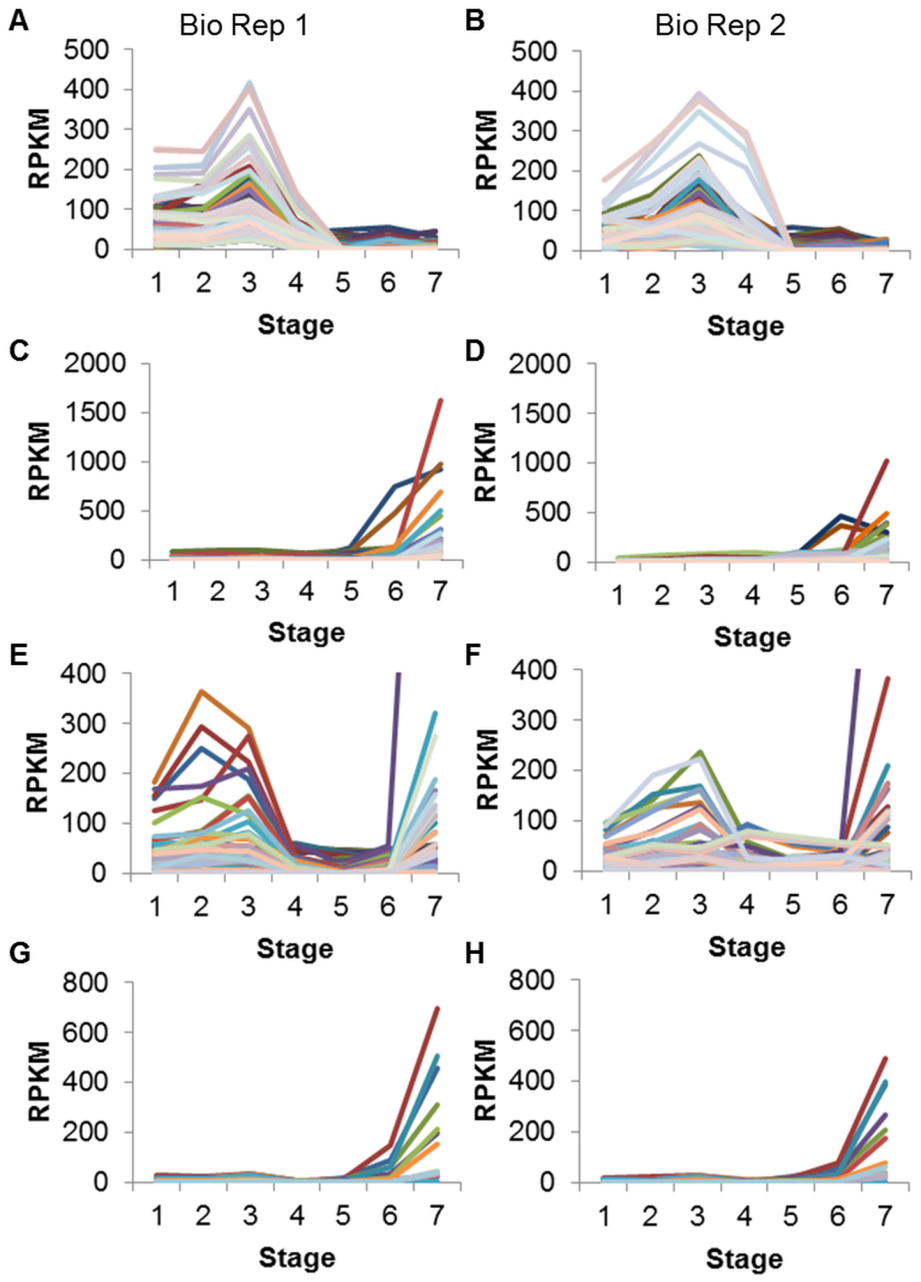
Transcription factor gene models. Clusters were created from Biological Replicate 1 data (A, C, E, G) and the same gene models were also graphed with Biological Replicate 2 data (B, D, F, H). A and C display transcription factors with RPKM≥25 in at least one of seven stages of seed development. E displays gene models annotated as AP2/ERF/EREBP (ethylene responsive) transcription factors with RPKM≥25 in at least one stage of seed development. The Y axis has been set at 400, cutting off the purple line on the right, which reaches an RPKM of over 1400 at the dry seed stage. G displays gene models annotated as No Apical Meristem (NAM/NAC) transcription factors with RPKM≥25 in at least one stage of seed development. Annotations were derived from PFAM and/or the NCBI non-redundant database. Stages are numbered in order on the x axis: 4 DAF whole seed, 12–14 DAF whole seed, 22–24 DAF whole seed, 5–6 mg whole seed, 100–200 mg cotyledon, 400–500 mg cotyledon, dry whole seed.

**Table 6:** Annotations for transcription factor gene models shown in Figure 4.

Annotation	Number of GeneModels	Percentage of Gene Models
*Figure 4A* * (TFs high in young seeds)*	*228 total*	
PF00249 Myb-like DNA-binding domain	26	11.4
PF00096 Zinc finger, C2H2 type	22	9.7
PF02309 AUX/IAA family; NP_851244.1 AUXIN RESPONSE FACTOR 2 [A. thaliana]	15	6.6
XP_002326298.1 AP2/ERF transcription factor	13	5.7
PF00319 SRF-type transcription factor	13	5.7
PF02362 B3 DNA binding domain	11	4.8
XP_002300324.1 global transcription factor group	11	4.8
PF02183 Homeobox associated leucine zipper	8	3.5
PF06217 GAGA binding protein-like family	7	3.1
AAY30856.1 MADS-box transcription factor [P. dulcis]	7	3.1
Other	95	41.7
*Figure 4C* * (TFs high in dry seeds)*	*108 total*	
XP_002307142.1 AP2/ERF transcription factor	21	19.4
PF02045 CCAAT-binding transcription factor (CBF-B/NF-YA)	11	10.2
PF00170 bZIP transcription factor	10	9.3
PF02365 No apical meristem (NAM) protein	10	9.3
PF00096 Zinc finger, C2H2 type	10	9.3
PF00249 Myb-like DNA-binding domain	5	4.6
CAA87076.1 heat shock transcription factor 21 [G. max]	4	3.7
Other	37	34.3

The gene models in the clusters shown in Figure 4 (transcription factors), divided into representative PFAM and NCBI non-redundant database annotation groups along with the number and percentage (of the cluster’s total) of gene models in each group. The group “Other” represents a miscellaneous category of remaining annotations. Annotations may be shortened for clarity.

The cluster in Figure 4C contains 108 transcription factor genes that generally peak in RPKM at the final, dry seed stage, with the highest RPKM being over 1600. 

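The cluster's 108 models lie at 90 loci. With Biological Replicate 1 data, 77 had their highest RPKM in dry seed and 31 at a cotyledon stage, 19 of them at 100–200 mg and 12 at 400–500 mg. The highest was Glyma15g16260.1 with 1638.8, and Glyma04g02060.1 and Glyma06g02160.1 had 981.2 and 930.7. The median in dry seed was 39.2. Counting with Biological Replicate 2 gave 69 models with a dry seed peak, where Glyma15g16260.1 had 1017, Glyma04g02060.1 270.0 and Glyma06g02160.1 305.9.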

Most of the gene models have comparatively low RPKMs at all the other stages of development, with a maximum RPKM of 125 throughout the first five stages. 

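Over 4 DAF to 100–200 mg cotyledon the highest RPKM of the 108 models was 125.3 in Biological Replicate 1 and 96.6 in Biological Replicate 2. In 71 of the 108 models all 5 of these stages were below 25 in the first replicate, and in 70 in the second. Stage medians in the first replicate were 1.95, 1.63, 2.31 and 2.87 at the young stages, 11.5 at 100–200 mg, 16.3 at 400–500 mg and 39.2 in dry seed. At 400–500 mg single models reached 754.8, or 460.1 in the second replicate.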

Of the 108 transcription factor genes in Figure 4C, 21 models (19.4%) are annotated as AP2/ERF transcription factors (Table 6). Another 10% are annotated as CCAAT-binding transcription factors. Other transcription factor annotations found in this cluster included bZIP, no apical meristem (NAM), and zinc fingers. These gene models show similar expression in Biological Replicate 2 data (Figure 4D).

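Stage medians in Biological Replicate 2 were 1.39, 1.33, 2.54, 4.10, 11.0, 16.9 and 35.8 from 4 DAF to dry seed. The peak stage matched between replicates for 87 of the 108 models. In the second replicate 69 peaked in dry seed and 36 at a cotyledon stage. The maximum in dry seed was lower in the second replicate, 1016.8 against 1638.8. The paper describes the expression as similar.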

The transcription factor genes can also be grouped into families according to their annotations (gene models listed in Table S2). Figure 4E shows that transcription factors annotated as AP2/ethylene responsive factors (with RPKM≥25 in at least one stage) display a variety of shapes throughout seed development. 

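Table S2 lists 76 AP2/ERF/EREBP models at 66 loci. Their highest RPKM fell in dry seed for 30 models in Biological Replicate 1, at 22–24 DAF for 19, at 12–14 DAF for 17, at 4 DAF for 7, at 400–500 mg cotyledon for 2 and at 100–200 mg cotyledon for 1. No stage held a majority. Stage medians ran from 3.69 at 100–200 mg to 36.0 at 22–24 DAF in the first replicate. From the spread of peaks, the paper describes a variety of shapes.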

Some members of the family are most highly expressed during the early stages, such as 12–14 DAF or 22–24 DAF whole seed, while others appear to peak in expression at the final, dry seed stage. 

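At 12–14 DAF the highest RPKM of any AP2/ERF/EREBP model was 364.7 in Biological Replicate 1 and 191.6 in Biological Replicate 2. At 22–24 DAF it was 290.5 and 237.6, and the highest model need not be the same in both replicates. In dry seed Glyma15g16260.1 had 1639 and 1017, Glyma09g04630.1 320.1 and 175.8, and Glyma06g15340.1 275.1 and 209.7. In each replicate 43 of the 76 models peaked at 1 of the 4 young stages. The dry seed values of the first replicate were above those of the second for each of the models named here.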

A similar variety in expression patterns is found in data from Biological Replicate 2 (Figure 4F).

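In Biological Replicate 2, 33 of the 76 models peaked at 22–24 DAF, 26 in dry seed, 8 at 5–6 mg whole seed, 5 at 400–500 mg, 2 at 100–200 mg and 1 each at 4 DAF and 12–14 DAF. The peak stage was the same in both replicates for 47 models. In the first replicate 7 models had peaked at 4 DAF and 17 at 12–14 DAF. The paper finds a similar variety in the 2 replicates.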

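The 17 NAM/NAC models belong to 14 loci. With values of Biological Replicate 1, with splice variants averaged, 10 of 14 NAM loci (71.4%) and 26 of 66 AP2/ERF/EREBP loci (39.4%) had their highest RPKM in dry seed, a difference of 32.0 percentage points (Fisher's exact test, p = 0.039). With Biological Replicate 2 data, it was 11 of 14 (78.6%) against 24 of 66 (36.4%), with p = 0.0063 from Fisher's exact test. Counted by gene model in the first replicate, 13 of 17 (76.5%) and 30 of 76 (39.5%) peaked in dry seed. All other models peaked at 22–24 DAF in the NAM family, 4 in the first replicate and 3 in the second.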

The no apical meristem (NAM) transcription factors have a much more uniform expression pattern, at least those gene models with RPKM≥25 in at least one stage of seed development (Figure 4G). Most of these gene models clearly peak in expression at the dry seed stage, with the highest RPKM around 700. 

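In Biological Replicate 1, 13 of the 17 models had their highest RPKM in dry seed. Glyma06g11970.1 was highest with 694.8 in the first replicate and 490.2 in the second, followed by Glyma02g26480.1 with 508.7 and 399.2. The median in dry seed was 42.1 in the first replicate and 41.4 in the second. Of the models without a dry seed peak, Glyma04g34530.1 had 0 and 0.0503 in dry seed and Glyma18g53950.1 had 0.0580 and 0.1135. In data from Biological Replicate 2, 14 models peaked in dry seed. From this peak the paper calls the NAM pattern more uniform than that of the AP2 factors.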

At the five earliest stages of seed development (4 DAF through 100–200 mg cotyledon), the highest RPKM is only about 37. 

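From 4 DAF to 100–200 mg cotyledon the highest RPKM of the 17 models was 37.2 in Biological Replicate 1 and 31.7 in Biological Replicate 2, both at 22–24 DAF. Stage medians in the first replicate were 8.54, 9.13, 13.9, 2.69 and 4.41 at these 5 stages, then 7.81 at 400–500 mg and 42.1 in dry seed.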

This pattern of expression is repeated in Biological Replicate 2 (Figure 4H).

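Stage medians in the second replicate were 4.68, 5.64, 11.1, 3.17, 5.07, 7.66 and 41.4 from 4 DAF to dry seed. For 16 of the 17 models the peak stage was the same in both replicates, the closest match between replicates of the 2 transcription factor families. At 400–500 mg the highest value was 146.7 in the first replicate and 80.3 in the second. The paper takes the pattern as repeated.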

## Discussion

In the early stages of development, the seeds are undergoing rapid growth and differentiation as discrete structures such as the embryo, seed coat, cotyledons, endosperm, and primary leaves form. This can be seen in the annotations for genes in Figures 1A and 1C, which peak in RPKM at early stages such as 12–14 DAF and 5–6 mg (Table 4). Almost two-thirds of the gene models in Figure 1A are annotated as histones, proteins around which DNA is wound for compact storage in cells. The large number of histone genes showing high expression in the young seed stages may reflect the rapid expansion in cell number at this point in development, as new histones are produced to organize the DNA strands into nucleosomes. Histones are highly over-represented in this cluster, as a keyword search of the annotations (NCBI non-redundant database and PFAM) for 78,773 soybean gene models reveals <1% described as encoding histones.

Likewise, about 30% of the genes in Figure 1C are annotated as proline-rich proteins, which are involved in cell wall structure in plants. The high expression of these genes in early stages may be due to increased cell growth and development at this time. This annotation is also highly over-represented in this cluster, with <1% of the 78,773 soybean gene models described as encoding proline-rich proteins. Other studies have shown soybean proline-rich protein gene *PRP1* to be highly expressed in developing seed coats up to 50 mg fresh weight [11], [12].

Intriguingly, other gene models with high RPKM at these early stages are annotated as senescence-associated. For example, the genes with this annotation in Figure 1C were found to have extremely high RPKMs (>1000) in both the cotyledon/embryo and seed coat tissues of the 5–6 mg stage (Table 5). Senescence-associated plant genes and proteins have mainly been studied in the context of dying petals and leaves, tissues which release their nutrients to other parts of the plant and degrade as part of the plant’s normal life cycle [13], [14]. Our data suggest these genes have an important role in early stages of seed development as yet unexplored, especially as <1% of the total number of gene models are annotated as senescence-associated.

By the later stages of seed development, the seed is focused on accumulating nutrients and synthesizing storage proteins. The RNA-Seq data reflect this, with storage protein annotations over-represented in the gene models shown in Figure 1E, which peak at the two mid-maturation cotyledon stages. For example, common annotations (Table 4) among these genes are well-known seed storage proteins such as glycinin, beta-conglycinin, and sucrose-binding proteins, which are generally found at <1% in the genome as a whole. Similar expression patterns for these storage protein genes have been found in other studies [15]–[17]. A study by [18] of developing *Arabidopsis* seeds, starting with the very young globular stage and culminating with mature embryos and green cotyledons, also found a similar expression pattern for genes encoding oleosins and seed storage proteins.

Previous work done by our lab [7] using cDNA microarrays with the same older stages of development found that genes in the auxin down-related (ADR) and lipoxygenase families had high expression at the 400–500 mg cotyledon stage, in comparison to the 100–200 mg cotyledon stage. Lipoxygenase is involved in the storage of nitrogen and the oxidation of polyunsaturated fatty acids in seeds [19], [20] and may also be used later in reactions during early shoot growth [21]. Auxin down-regulated (ADR) genes represent an intriguing family first described by [22] as having reduced RNA concentration following auxin treatment of soybean hypocotyls. Members of this family have since been discovered to be highly expressed in soybean somatic embryos [23] and soybean cotyledons both immature [7] and post-germination [24]. Both ADR6 and lipoxygenase annotations are over-represented in this cluster, as both are found at <1% in the total list of 78,773 gene models.

A recent study [17] used Affymetrix microarrays to examine differentially expressed genes in stages of soybean seeds roughly corresponding to the middle stages of the current experiment, culminating in whole seeds at the stage of largest fresh weight for their cultivar. Genes with many of the same annotations, such as glycinin, beta-conglycinin, lipoxygenase, and oleosin, were found to peak in expression at the stage of largest fresh weight, coincident with our results. Interestingly, they also detected a number of genes annotated as seed maturation protein, late embryogenesis abundant (LEA) protein, and dehydrin with this same expression pattern; in our study such genes peaked in expression at the final, dry seed stage (Figure 1G), which [17] did not examine.

Seed storage proteins such as glycinin and omega-6-fatty acid desaturase are of great agronomic importance and have been well-studied in soybean. As shown in Figure 2A, gene models annotated as glycinin and beta-conglycinin peak in RPKM at 400–500 mg cotyledon and 100–200 mg cotyledon, respectively. Other studies [15]–[17] have found that mRNAs encoding these two major soybean storage proteins show the same pattern of low expression at early stages, followed by beta-conglycinin increasing in expression before glycinin, with a dramatic decrease for both at the mature, dry seed stage.

In contrast, most of the gene models annotated as fatty acid desaturase show steady expression throughout multiple stages of development (Figure 2E). Genes annotated as omega-6 desaturase were found to have a similar expression pattern in equivalent soybean seed stages [17], with a peak at the stage of largest fresh weight. Both omega-6 and omega-3-fatty acid desaturase are involved in the conversion of oil in the soybean seed to more highly desaturated forms throughout development.

At the final stage of development, the seed is undergoing desiccation in preparation for a quiescent period prior to imbibition and germination. Almost all of the highly-expressed gene models shown in Figure 1G are annotated as hydrophilic proteins associated with low water conditions in plants. The late embryogenesis abundant (LEA) proteins (of which dehydrins are a subfamily) are known to accumulate both in the desiccating stage of seed development as well as in vegetative tissues experiencing environmentally-induced water loss [25], [26]. These proteins may protect cellular structures in a variety of ways, such as by stabilizing cell membranes, quarantining ions that have been concentrated by water loss, or binding the remaining available water [25]. LEA genes with a similar expression pattern were found in developing *Arabidopsis* seeds, peaking in expression at the mature embryo stage [18]. The LEA and dehydrin annotations are over-represented in this cluster, as they are found in <1% of annotations in the 78,773 gene models total.

Transcription factors are crucial components of regulation systems which may initiate vital gene expression changes while displaying relatively low expression themselves. Thus when examining transcription factor gene models in this RNA-Seq data, an RPKM cut-off of just 25 was chosen. The wide variety of transcription factor families found to be highly expressed in our data reflects the complex network of regulation required during seed development, especially at the younger stages when seeds are undergoing a diverse array of morphological changes.

The transcription factor gene models shown in Figure 4A, which peak at 22–24 DAF, have many annotations (Table 6) which have also been found to be significantly expressed in developing *Arabidopsis* seeds with a similar pattern that peaks in early to middle development; such annotations include zinc finger proteins, GATA-binding factors, MYB domains, and members of the APETALA2-ethylene response factor family (AP2/ERF) [18]. MYB domain transcription factor *AtMYB123,* also known as *TRANSPARENT TESTA2*, is known to be involved in the regulation of proanthocyanidin production in developing *Arabidopsis* seed coats [27], [28]. AUX/IAA family genes and auxin response factors, similar to those also found in this cluster, interact with the hormone auxin to regulate genes involved in the proper development of young embryos and cotyledons [29]. Recently, certain MYB transcription factors as well as auxin response factors have been identified as the targets of microRNAs in multiple mature cotyledon stages of the soybean cultivar Williams (the same used in the present experiment), suggesting a mechanism by which some of these genes are down-regulated after a peak in expression at the early seed stages [30]. Small RNA profiles, including miRNAs for soybean, are available for certain stages of seed coat and cotyledon development [31], [32]. A keyword search was used to determine approximately what percentage of the 5608 transcription factor gene models fell into each family; about 14% of this larger group were annotated as Myb-like factors, suggesting this family is not over-represented in the young seed cluster with 11.4%. However, the auxin-related transcription factors comprise only about 2% of transcription factor gene models generally, but 6.6% of the cluster highly expressed at 22–24 DAF. Other families mentioned in Table 6 which are over-represented in this young seed cluster include the global transcription factor group (4.8% of the cluster), the GAGA-binding protein family (3.1% of the cluster), and MADS-box transcription factors (3.1% of the cluster), each of which comprises <1% of the transcription factors found on the larger list.

In contrast, the transcription factor gene models shown in Figure 4C peak in expression at the final, dry seed stage. Previous work from our lab [7] using cDNA and oligo microarrays with these same older stages of seed development found that an unexpectedly high percentage of transcription-related genes were expressed during the dry seed stage relative to the 100–200 mg cotyledon. The over-expressed transcription factor annotations reported included Nuclear Factor Y (NF-Y), zinc fingers, and AP2, which also appear on the current RNA-Seq list of highly expressed transcription factors at the dry seed stage (Table 6). Some of these factors could be involved in preparing transcripts in the dry seed in anticipation of germination, decreasing the time and effort needed to produce essential proteins once imbibition begins. A study by [18] of developing *Arabidopsis* seeds also using microarray data noted that *ABSCISIC ACID INSENSITIVE 5* (*ABI5*), a bZIP transcription factor, displayed a similar expression profile to Figure 4C and is known to regulate certain LEA genes, which also have this expression profile in both studies. Additionally, both NF-Y transcription factors and AP2/ERF family members have been implicated in drought responses in plants, suggesting a role they may play in desiccating seeds [33], [34]. According to the keyword classification of the list of 5608 transcription factor gene models, many of the annotations mentioned in Table 6 which peak in expression at the dry seed stage are over-represented in this cluster. For example, AP2/ethylene responsive transcription factors and the CBF/NF-Y family comprise 19.4% and 10.2% of this cluster, respectively, but <10% and <5% of the larger list. The no apical meristem (NAM/NAC) family is found at 9.3% in the cluster compared to <4% overall, and heat shock transcription factors are found at 3.7% in the cluster versus <2% overall.

It was noted that some transcription factor families, such as the AP2/ethylene responsive factors, have a variety of expression patterns throughout seed development, as different members regulate genes needed at different times (Figure 4E). This large family of transcription factors, which also includes the dehydration-responsive element binding protein (DREB) and the related to ABI3/VP1 (RAV) genes, has been linked to a similarly wide variety of biotic and abiotic stresses and hormonal signaling, as well as certain developmental processes such as floral organ identity and root morphogenesis [35]. MYB is another family in which different members are highly expressed at young stages (Figure 4A) or dry seeds (Figure 4C).

However, other families, such as the no apical meristem transcription factors, have a much more specific expression pattern, in this case being highly expressed at the final, dry seed stage (Figure 4G). NAM or NAC genes (so-called due to four early transcription factors found with the same new domain–petunia *NAM* plus *Arabidopsis ATAF1* and *2* and *CUC2)* are part of a large plant-specific family with a diverse array of functions, including biotic and abiotic stress responses, hormone signaling, leaf senescence, and meristem and primordia formation during embryogenesis [36]. A large number of the NAC genes identified in soybean, including several found in this study to have high expression in the dry, mature seeds, are known to be involved in drought stress response in other tissues such as roots and shoots [37]. This finding indicates these genes have important functions during tissue desiccation, whether brought on by environmental stress or normal developmental processes.

In this study, seven stages of soybean seeds, from just a few days after fertilization to dry, mature seeds, were subjected to next-generation sequencing, resulting in millions of sequenced transcripts per stage. When aligned to nearly 79,000 predicted soybean gene models, this wealth of data provides a broad overview of the important processes shaping the development of one of the most important oilseed crops in the world.

## Methods

### Plant Material and RNA Extraction

Immature soybean seeds (*Glycine max* cv. Williams, maturity group III) were harvested from greenhouse-grown plants. The three earliest stages were harvested at the stated Days After Flowering (DAF) and the whole seeds were removed from the early pods under an Olympus SZ61 microscope (Melville, NY) and fresh-frozen in liquid nitrogen. For the next three stages (5–6 mg, 100–200 mg, 400–500 mg), whole seeds were sorted by the stated fresh weight ranges. 5–6 mg seeds were removed from the early pods and either the whole seeds or separated seed coats and cotyledons were fresh-frozen in liquid nitrogen. For 100–200 mg and 400–500 mg seeds the separated seed coats and cotyledons were lyophilized. Dry seeds were harvested at maturity (approximately 100–200 mg) and stored whole at room temperature.

Total RNA was extracted from tissues using phenol:chloroform and a lithium chloride precipitation [24]. RNA from the three oldest stages was further purified with a Qiagen RNeasy Midi kit (Valencia, CA). Soybean is highly inbred, but in order to minimize biological variation, RNA was extracted and combined from multiple seeds and plants, using between four and one hundred different seeds depending on the stage (younger stages required more seeds be extracted at the same time to yield usable amounts of RNA). RNA from separate biological samples was used for the two biological replicates. 5–6 mg separated seed coat and cotyledon data come from only a single biological replicate.

### High-Throughput RNA Sequencing and Alignment

Total RNA was sequenced by the Keck Center (University of Illinois) using an Illumina Genome Analyzer II for the Biological Replicate 1 samples (except for 22–24 DAF), and using an Illumina HiSeq 2000 for the Biological Replicate 2 samples (and also 22–24 DAF of Bio Rep 1, 5–6 mg separated seed coat, and 5–6 mg separated cotyledon). In Biological Replicate 1, the 22–24 DAF and 100–200 mg cotyledon samples were sequenced using the single read method while the other samples were sequenced with the paired-ends method; in Biological Replicate 2, all samples used the single read method. 5–6 mg separated seed coat and cotyledon also used the single read method. For both biological replicates, as well as 5–6 mg separated seed coat and cotyledon, all samples had reads 75 bp in length after processing, except the 4 DAF and dry whole seed samples of Biological Replicate 2, which had reads 100 bp in length. The technical differences between the sample sequencing methods reflect improvements in the standard high-throughput RNA sequencing techniques over time. Sequencing data was filtered through the standard Illumina pipeline including the CASSAVA program.

The reads were aligned to 78,773 Glyma1 cDNA soybean gene models determined by the Soybean Genome Project, Department of Energy, Joint Genome Institute [1], using the alignment program Bowtie [8]. Bowtie parameters allowed up to three mismatches and up to 25 alignments per read; reads aligned more than 25 times were discarded, with none of their alignments being counted.

### Sequencing Data, Gene Model Annotations, Clustering, and P-Values

Data is given in RPKMs [9], which stands for reads per kilobase of gene model per million mapped reads. The total number of mapped reads takes into account reads that aligned up to 25 different times, including multiple matches within the same gene model.

Gene model annotations by PFAM were from the Soybean Genome Project in the Phytozome database version 4.0 [38]. Annotations of gene models using BLASTX (e-value 1e-4 or better) against NCBI’s non-redundant database version 8.0.1 have been described [39]. The top 5 hits, as well as five others from species of interest (such as *Glycine max*), were compiled for each gene model. Gene models were grouped into families by manual inspection using these annotations.

Gene models were clustered using Multi-Experiment Viewer (MeV) [10] using data from Biological Replicate 1. The k-means clustering technique was used with the Pearson correlation distance metric and 2500 maximum iterations. P-values (adjusted with the Benjamini-Hochberg procedure) both between biological replicates and between stages were generated using DESeq [40] in Bioconductor [41].

Raw and processed sequencing data are available in the Gene Expression Omnibus database at http://www.ncbi.nlm.nih.gov/geo/as series accession number GSE42871.

## Supporting Information

Figure S1 **Clusters of gene models with high expression in young seed stages.** Clusters produced using Biological Replicate 1 data (left column) depict gene models with RPKM≥500 in at least one of four young seed stages, and RPKM <500 in all three older stages. The right column shows the same gene models with Biological Replicate 2 data. Cluster numbers (determined by MeV) are shown at the far right. A and B are repeated from Figure 1C and 1D; K and L are repeated from Figure 1A and 1B. Note the different scales used by E and F. The Y axis of J has been set at 1500, cutting off the blue line, which reaches an RPKM of over 2700 at 5–6 mg whole seed. Stages are numbered in order on the x axis: 4 DAF whole seed, 12–14 DAF whole seed, 22–24 DAF whole seed, 5–6 mg whole seed, 100–200 mg cotyledon, 400–500 mg cotyledon, dry whole seed.
(TIF) Click here for additional data file.

Figure S2 **Clusters of gene models with high expression in older seed stages.** Clusters produced using Biological Replicate 1 data (left column) depict gene models with RPKM≥1000 in at least one of three older seed stages. The right column shows the same gene models with Biological Replicate 2 data. Cluster numbers (determined by MeV) are shown at the far right. C and D are repeated from Figure 1G and 1H; M and N are repeated from Figure 1E and 1F. Stages are numbered in order on the x axis: 4 DAF whole seed, 12–14 DAF whole seed, 22–24 DAF whole seed, 5–6 mg whole seed, 100–200 mg cotyledon, 400–500 mg cotyledon, dry whole seed.
(TIF) Click here for additional data file.

Figure S3 **All clusters of transcription factor gene models.** Clusters produced using Biological Replicate 1 data (left column) depict gene models annotated as transcription factors with RPKM≥25 in at least one of seven stages of seed development. The right column shows the same gene models with Biological Replicate 2 data. Cluster numbers (determined by MeV) are shown at the far right. Annotations were derived from PFAM and/or the NCBI non-redundant database. Stages are numbered in order on the x axis: 4 DAF whole seed, 12–14 DAF whole seed, 22–24 DAF whole seed, 5–6 mg whole seed, 100–200 mg cotyledon, 400–500 mg cotyledon, dry whole seed.
(TIF) Click here for additional data file.

Table S1 **Gene models depicted in three sets of clusters.**
(XLSX) Click here for additional data file.

Table S2 **Selected gene models annotated as storage proteins and transcription factors.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

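RNA from 7 stages of soybean seed development was sequenced in 2 biological replicates per stage, 14 samples in all, together with seed coat and cotyledon separated from 5–6 mg seeds, 1 sample each. The conditions and replicate numbers of the 16 samples were taken from the paper and the sample labels. The methods describe an additional kit for purifying RNA of dry seed, and the labels give none for the second dry seed replicate. The labels and the paper also write the cultivar name differently.

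The deposited values are RPKMs, which the authors made by aligning the reads to 78773 soybean gene models with Bowtie, within a set number of mismatches and of alignments per read, and dividing the count of each gene model by its length and by the total of mapped reads of the library. A read that matched several gene models was counted at each of them and counted as often in the total, so near-identical models share reads. Splice variants are separate gene models. The authors used DESeq on read counts for their tests between stages and between replicates, and tables of those counts are not in the files analysed here. Their tests were not repeated: the values were tested as RPKMs on a log scale, and whole-read steps in them (below) were used for depth and for shares of reads. Reads were 75 bases long, or 100 bases in the second replicates of 4 DAF and dry seed. Of the 16 libraries, 6 were sequenced on a Genome Analyzer II, all of them Biological Replicate 1, and 10 on a HiSeq 2000. The only Biological Replicate 1 library on the HiSeq 2000 was 22–24 DAF. Layout, paired or single, also followed the replicate number at most stages.

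The RPKM of a gene model is a whole number of reads times a factor given by its length and the depth of the library. These steps were plain in the values, and the counted reads of each library and the length of 74150 gene models were solved from them. The recovered reads added up to the recovered total in every library (ratio 1). The other 4623 models had an RPKM of 0 everywhere. Counted reads ranged from 15.1 to 114.1 M in Biological Replicate 1 (median 38.0 M) and from 86.6 to 350.9 M in Biological Replicate 2 (median 232.5 M), and were 140.5 M in seed coat and 140.1 M in cotyledon of 5–6 mg. The smallest RPKM given as a floor is that of 3 reads on a model of the median length of 1144 bases, from 0.00747 to 0.174. The solver was tested on 10 simulated libraries and returned every depth.

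The 2 comparisons between stages were fitted with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with the 4 samples of the comparison, models with an RPKM of at least 1 in at least 2 samples, empirical Bayes with a trend, Benjamini-Hochberg adjustment and an adjusted p-value limit of 0.05. A fold change on this scale understates the change of low models. With 2 samples against 2, an exact permutation cannot give a p-value below 0.33, so no single model was tested that way. On simulated data limma recovered 198 of 200 changed models and called 5 unchanged models. The simulated changes were large against the simulated noise, and no difference in scale between libraries was simulated. The simulation shows that the code runs as intended and does not measure how reliable the counts of the real comparisons are. The replicate number, taken from the labels, was used as a block in an alternative fit. Across the 21 pairs of stages the replicate differences correlated over models with r from -0.11 to 0.39 (median 0.14). It was above 0 in 20 pairs. The median was 0.2 over the 15 pairs without 22–24 DAF and 0.06 over the 6 pairs with it. A shared difference of replicate and sequencer is therefore not excluded.

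Gene model lists were taken from Tables S1 and S2. Filters, peak stages and cluster profiles were computed for each replicate, and the peak stage is the stage with the highest RPKM. K-means clustering (scikit-learn 1.9.0, 50 starts, 6 clusters for the young set and 7 for the others) was compared with the clusters of Table S1 by the adjusted Rand index. Replicates were compared by Pearson's r over gene models and by the number of models differing over 2-fold among those with an RPKM of at least 5 in either replicate. Family differences were tested over loci, with splice variants averaged, by exact permutation (scipy 1.17.1) or Fisher's exact test. Separated tissues were compared as ratios without a pseudocount. Tables were handled with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

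The gene models named in the text follow a rule set before the processed files arrived. It allows the models of Figure 1C and Table S2, the 3 models of each cluster with the highest Biological Replicate 1 RPKM at its peak stage, the 3 largest rises and the 3 largest falls of each comparison among models past the limit with separated replicates, and the extremes of ranges the paper gives.

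Alternatives changed the pseudocount to 0.1, the RPKM minimums, the normalization, the samples and block of the fit, the replicate used, and models to loci, and left out each replicate in turn. A count was taken as unchanged within 1.5 times the main count. A Pearson's r was taken as unchanged within the SD of r over the 7 stages, an adjusted Rand index within the SD over 10 other random starts, and an average of whole seed within the replicate SD. A count of loci has another denominator than a count of models, so a change there reflects the counting. The authors' list of all transcription factors, gene annotations and a genome were not in the files analysed here, so counts over that list, annotation groups and sequences were left out.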

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

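Gene models beyond those of Figure 1C differed strongly between the separated 5–6 mg tissues. With an RPKM of at least 25 in the higher tissue, 125 models outside Figure 1C were at least 100-fold higher in seed coat than in cotyledon and 65 were at least 100-fold higher in cotyledon than in seed coat. The paper reports the separated tissues for the 20 models of Figure 1C and for transcription factors. The highest RPKM was 7080 in seed coat and 2190 in cotyledon, far above the floor of 3 reads, 0.0187. All 125 and all 65 models had over 1 RPKM in both whole seed replicates. Each tissue has 1 library, so no difference has a replicate check. A few models taking most of the reads is 1 technical explanation. The 30 models of cluster 6 of the older set in Table S1 take a larger part of the reads in seed coat than in cotyledon. Leaving their reads out of the totals therefore lowers every cotyledon to seed coat ratio by the same factor. It raises every seed coat to cotyledon ratio. It is therefore no test for the 125 models higher in seed coat. Of the 65 models higher in cotyledon, 58 were still at least 100-fold higher without these reads, a share of 0.892, where under 0.5 was predicted if this were the cause. With the same factor for all models, this share only shows how many lay close to the limit. Reads shared between near-identical models were examined by the share of loci that lie near another such locus. It was 0.15 (23 of 153 loci), where at least 0.5 was predicted. Position does not measure sequence identity, so this share cannot count against shared reads. Both predictions were written after the counts were seen. The reads of these 30 models thus do not account for most of the models higher in cotyledon, and most loci do not lie near another. A difference between the 2 library preparations and carry-over of one tissue in the other could not be tested with 1 library each. A difference between the tissues may explain the pattern, as a hypothesis. For the other models it cannot be told apart from a preparation difference, and shared reads remain untested for all of them.

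The 30 models of cluster 6 of the older set moved in opposite directions in the replicates between 4 DAF and 5–6 mg whole seed. The median log2 change was 1.05 in Biological Replicate 1, where all 30 models rose, and -2.22 in Biological Replicate 2, where all 30 fell. The difference between the replicates itself was not tested, with 1 library per stage and replicate. These models took 8.1% of the counted reads at 4 DAF and 18.6% at 5–6 mg in the first replicate, and 36.1% and 7.5% in the second. In the separated tissues they took 42.9% in seed coat and 20.4% in cotyledon. Of the 30 models, 29 have Glyma13g identifiers. If reads of one repeated stretch were counted on many models, the models would move as one. The SD over the models of the log2 ratio between the 4 DAF replicates was 0.32, against 1.62 for the 132 other models of the older set, a ratio of 0.196, below the 0.5 predicted. All 30 models had already been seen to move together, and the 132 others come from several clusters. The ratio therefore restates the observation and cannot decide on its cause. A difference between sequencing batches would give the ratio of the replicates the same sign at all 6 stages on different sequencers, and at most 4 of 6 stages shared a sign. Both predictions were written after the change was seen. Shared reads remain possible for the common movement of the models, but they leave open why the level differs between replicates. No biological explanation was tested.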

How the results depend on the processing

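The alternatives in processing, the designs and the sample mapping were set before the processed files arrived, except totals without the reads of the 30 models of cluster 6 of the older set and the count of all models in Biological Replicate 2, which were chosen after seeing the data. The number of alternatives differed between results and was small for some. Of 66 headline results, 20 were unchanged under every alternative run for them. Among these were the counts of models that peaked at the stage named for Figures 1E, 1G and 4C and for glycinin. The counts of AP2 and NAM models with a dry seed peak were also among them. A stable count does not mean stable peaks, since only 47 of 76 AP2 models had the same peak stage in both replicates. The older filter and the models at least 100-fold higher in seed coat were unchanged as well. So were the difference between omega-6 and omega-3 desaturases and that between NAM and AP2 factors. No tested difference reversed. The order of the separated 5–6 mg tissues did: listed transcription factors with an RPKM of at least 5 numbered 430 in cotyledon and 383 in seed coat, and 451 and 472 with totals without the reads of cluster 6. Among single directions of the stage comparisons, 23 other rows moved.

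The count between 4 DAF and 5–6 mg (1916 in the main fit) was 961 with an RPKM of at least 5, 1196 after quantile normalization, 3877 with all 14 samples in one fit, 184 with the replicate block and 0 with no filter. The direction also moved: 1399 models were higher and 517 lower at 5–6 mg in the main fit, 671 and 525 after quantile normalization, and 906 and 902 with totals without the reads of cluster 6, so the excess of higher models depends on how the libraries are scaled. It ranged from 304 to 4865 across the 4 fits that each left out one replicate. Without a filter, limma's prior degrees of freedom fell to 1.1, and with the filter they were infinite, so the count could depend on how the spread of a model is shared with the others. The block leaves 1 residual degree of freedom in a model of 4 samples. Between 100–200 mg cotyledon and dry seed (24132) the count was 13684 with an RPKM of at least 5 and ranged from 10051 to 25091 across the fits without one replicate.

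The shift of glycinin against beta-conglycinin ranged from 0.78 to 1.0 without one replicate, and with Biological Replicate 2 alone (0.78) it was no longer past 0.05 (exact permutation p = 0.15). There Glyma20g28460 and Glyma20g28640 rise, where they fall in the first replicate. In the second replicate alone, 12 models of Figure 1A peaked at 12–14 DAF and 12 of Figure 1C at 5–6 mg. With the mean of the 2 replicates these counts were 33 and 16. Counted as loci, 13 of Figure 1C, 140 of Figure 4A and 7 of beta-conglycinin peaked at their stage. A minimum of 400 in the young filter gave 170 models. The clusters were chosen on Biological Replicate 1, which could favour its peaks.

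Agreement of k-means with Table S1 fell to 0.58 (young), 0.67 (older) and 0.4 (transcription factors) with Biological Replicate 2, and to 0.24, 0.56 and 0.2 with Euclidean distance on log2(RPKM + 1), which weighs the level of a model as well as its shape.

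Over models with an RPKM of at least 1, Pearson's r between replicates was 0.907, 0.945, 0.962, 0.948, 0.976, 0.966 and 0.916 from 4 DAF to dry seed, since the many models near 0 raise r when they are included. Models differing over 2-fold between replicates, with an RPKM of at least 25, numbered 2806, 1083, 145, 591, 69, 146 and 718. With an RPKM of at least 1 there were 1021 at 22–24 DAF, 326 at 100–200 mg, 687 at 400–500 mg and 3279 in dry seed. Quantile normalization gave 2237 at 4 DAF, 1490 at 12–14 DAF, 830 at 5–6 mg and 1214 in dry seed. A pseudocount of 0.1 gave 799 at 22–24 DAF, and totals without the reads of cluster 6 gave 3130 at 4 DAF.

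In Table 5, medians over gene models were 1130 (seed coat) and 807.9 (cotyledon) for the group high in both, 52.17 in cotyledon for the group higher in seed coat, and 537.2, 1.843 and 797.4 (seed coat, cotyledon and whole seed) for the group much higher in seed coat. With Biological Replicate 2, whole seed averaged 346.1 (high in both), 749.4 (higher in cotyledon), 203.5 (higher in seed coat) and 1030 (much higher in seed coat).

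With an RPKM minimum of 1 in place of 5, all models numbered 41125, 40413, 42222, 36393, 33372, 33585 and 28816 from 4 DAF to dry seed in Biological Replicate 1, 33851 in 5–6 mg cotyledon and 28995 in 5–6 mg seed coat. Totals without the reads of cluster 6 gave 15706 in seed coat. With a minimum of 10, the listed transcription factors numbered 236 at 100–200 mg, 282 at 400–500 mg and 181 in seed coat, where many models lie between the limits. Depth limits the low values most, since 3 reads on a model of median length are 0.174 RPKM at 4 DAF in the first replicate and 0.00747 at 12–14 DAF in the second.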

Differences from the paper's values

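For 4 DAF against 5–6 mg whole seed, limma on log2(RPKM + 1) gave 1916 models with an adjusted p-value of at most 0.05, and the paper's count is 3435. Of the alternatives set before the files arrived, all 14 samples in one fit (3877) and the fit without 4 DAF replicate 1 (4865) came within 1.5 times the paper's value. The pseudocount of 0.1 (1916), no filter (0), an RPKM of at least 5 (961), quantile normalization (1196), the replicate block (184), no trend (1487) and the fits without 4 DAF replicate 2 (680), 5–6 mg replicate 1 (569) or 5–6 mg replicate 2 (304) did not.

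For 100–200 mg cotyledon against dry seed the count was 24132, and the paper's is 10594. An RPKM of at least 5 (13684) and the fits without 100–200 mg replicate 1 (10051) or replicate 2 (10687) came within 1.5 times the paper's value. The pseudocount of 0.1 (23641), no filter (23619), quantile normalization (24431), all 14 samples in one fit (23100), the replicate block (25228), no trend (23956) and the fits without a dry seed replicate (25091 and 24347) did not.

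One statement of the paper differs from the values. The paper describes most omega-6 desaturase models as steady within a narrow range, and 5 of 14 models in Biological Replicate 1 and 4 in Biological Replicate 2 had their median over stages between 50 and 100, with none in the range at every stage.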

Other observations

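Storage-protein transcripts were higher in the young libraries of Biological Replicate 1 that were sequenced on the Genome Analyzer II. The pattern was followed in 41 models at 35 loci, 13 of them among the 20 listed storage-protein models, that had an RPKM of at least 1000 in a Biological Replicate 1 cotyledon library and below 1 in all 4 young libraries of Biological Replicate 2. Their median RPKM in the first replicate was 7.96 at 4 DAF, 3.726 at 12–14 DAF, 0.099 at 22–24 DAF and 4.875 at 5–6 mg, and at most 0.075 in the second. Predictions for the next 3 tests were written before their results were seen. If reads from a cotyledon library were present in the young libraries, their RPKMs would follow the cotyledon RPKMs. Spearman's rho over these models, which are not independent, was 0.973 between 4 DAF and 100–200 mg cotyledon and 0.678 between 4 DAF and 400–500 mg, and the larger was the one compared with the predicted 0.9. Over the 20 listed models, chosen without regard to the young libraries, it was 0.974. Over all 100 models with an RPKM of at least 1000 in a cotyledon library it was -0.164, so the relation does not extend to all high cotyledon models. These include models high in young seed in both replicates, such as cluster 1 of the older set, so -0.164 does not count against carry-over. With 100–200 mg, rho over the 41 models was 0.916 at 12–14 DAF and 0.962 at 5–6 mg, both on the Genome Analyzer II. Over the 20 listed models on the HiSeq it was 0.156 at 22–24 DAF and 0.36 at 5–6 mg in Biological Replicate 2. The HiSeq values were low, which can lower rho. If older seeds had been among the young samples, the models were predicted to rise with age. The median ratio of 5–6 mg to 4 DAF was 0.624, below the 2 predicted. Older seeds could be present in any amount at any stage, so this ratio does not exclude them. If sequencing batches differed, the 3 young Genome Analyzer II libraries would lie above the 5 HiSeq libraries, and they did (exact permutation p = 0.0357, the smallest that 56 splits can give). The selection required low values in the 4 HiSeq libraries of Biological Replicate 2 and so favoured this outcome. For the 20 listed models without that selection, the lowest Genome Analyzer II median was 7.11 and the highest HiSeq median 0.363, with the same exact permutation p of 0.0357. Carry-over from a cotyledon library within the Genome Analyzer II batch may explain part of these values, at 0.279% of the 100–200 mg level at 4 DAF. Neither older seeds among the samples nor transcription at these stages can be excluded.

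Whole seed of 5–6 mg was over 1.5 times both of its separated tissues in 4308 of 20747 models (20.8%) in Biological Replicate 1. Predictions were written before the results. If the sequencer were the cause, the share would fall with the HiSeq replicate, and it was 39.7% there, a ratio of 1.91. If a few models taking most of the reads lowered the rest in the separated tissues, the 10 highest models would take at least 2 times the share in seed coat that they take in whole seed, and the ratio was 2.47. In cotyledon the 10 highest models took 20.8%, against 17.1% in whole seed of Biological Replicate 1, which is short of 2 times. Without the reads of cluster 6 of the older set the share was 13.5%. The composition of the seed coat library is therefore a candidate explanation for part of the pattern, and it leaves the lower cotyledon values open. No biological explanation was tested.

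The largest number of listed transcription factors was at 22–24 DAF, the only stage with both replicates on the HiSeq 2000. In Biological Replicate 2, where all libraries are from the HiSeq, it was 607, against 580 at 12–14 DAF, a ratio of 1.05, between the values of below 1 and at least 1.1 predicted beforehand for and against a batch effect. The stage thus led within one sequencer, but by less than the value set against a batch effect. In Biological Replicate 1, where 22–24 DAF was the only young library on the HiSeq, it led by 606 against 598. In the first replicate the lead cannot be told apart from a difference between sequencing batches. The limits set beforehand left the test in the second replicate undecided. Other counts of the second replicate, compared after this result was seen, also had 22–24 DAF first: 573 against 527 listed models with an RPKM of at least 10, 481 against 316 with at least 21, and 25013 against 21595 over all models with at least 5. A difference between sequencers does not enter these comparisons, while for the first replicate no comparison within a sequencer exists.

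The 4 DAF replicates were further apart (r = 0.953) than 4 DAF replicate 1 was from 12–14 DAF replicate 2 (r = 0.971). All 3 predictions here were written after this was seen. Without the reads of cluster 6 of the older set, the models differing over 2-fold fell from 7192 to 3130, a ratio of 0.435, so a few models taking most of the reads may explain much of that count. The order of the correlations stayed, at 0.954 and 0.971, and by Spearman's rho it was 0.932 and 0.955, so it does not rest on the totals. A new total rescales a whole library, which can hardly move these values. They therefore say nothing about other effects of composition. A difference between sequencing batches would make every stage on different sequencers differ more than 22–24 DAF, where the share over 2-fold was 2.0%. It was 32.3% at 4 DAF, 9.8% at 12–14 DAF, 8.6% at 5–6 mg, 2.5% at 400–500 mg and 12.1% in dry seed. Only 100–200 mg cotyledon was lower, at 1.4%, which is 0.7 of that of 22–24 DAF. The prediction failed at that stage alone, so a batch difference is not excluded. For seeds of different age under one stage label, 4 DAF replicate 1 was placed on the line from 4 DAF to 12–14 DAF of replicate 2 over 24365 models, and it lay at 0.613 of the way, past the predicted 0.5. The reverse position of 12–14 DAF replicate 1 was 0.178. The noise of the 4 DAF replicate 2 library enters both sides of this measure and pushes it upward. A difference in age is a hypothesis that remains for the order of the correlations, and it is not the only one. Read length was not tested. Reads were 100 bases long only in the second replicates of 4 DAF and dry seed, the stages with the largest shares over 2-fold. They were 75 bases long in 4 DAF replicate 1 and in 12–14 DAF replicate 2. The totals bear on the count over 2-fold, and a difference between batches was not excluded.

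The 4 Glyma13g models of Figure 1C that lie near cluster 6 of the older set followed its level across the 16 libraries. The medians correlated with Pearson's r = 0.98 (permutation p = 2e-05, adjusted 3e-05) and Spearman's rho = 0.95 (permutation p = 2e-05, adjusted 6e-05), and r was 0.98 without the 2 libraries farthest from the median. Within the 6 Genome Analyzer II libraries r was 0.96 (exact permutation p = 0.0056) and rho 0.94 (exact permutation p = 0.017), and r was 0.94 without the 2 farthest. Within the 10 HiSeq libraries r was 0.99 (permutation p = 2e-05, adjusted 3e-05) and rho 0.96 (permutation p = 4e-05, adjusted 6e-05), and r was 0.99 without the 2 farthest. These are 3 relations in one family, and the adjusted values within the Genome Analyzer II equal the raw ones. Both predictions were written after the relation was seen. A rho of 0.95 is past the 0.9 predicted for reads shared between near-identical models. It is the relation that prompted the prediction, so it is no test of shared reads. The lower of the within-sequencer values, 0.94, was against a batch effect. Shared reads are a candidate explanation, and common regulation would give the same relation. The sequences needed to tell them apart are not in the files analysed here.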
